# Microarray Analysis of Gene Expression in *Saccharomyces cerevisiae kap108*Δ Mutants upon Addition of Oxidative Stress

**DOI:** 10.1534/g3.116.027011

**Published:** 2016-02-17

**Authors:** Kenneth D. Belanger, Nathaniel Larson, Jonathan Kahn, Dmitry Tkachev, Ahmet Ay

**Keywords:** karyopherin, importin, nuclear transport, gene expression, oxidative stress

## Abstract

Protein transport between the nucleus and cytoplasm of eukaryotic cells is tightly regulated, providing a mechanism for controlling intracellular localization of proteins, and regulating gene expression. In this study, we have investigated the importance of nucleocytoplasmic transport mediated by the karyopherin Kap108 in regulating cellular responses to oxidative stress in *Saccharomyces cerevisiae*. We carried out microarray analyses on wild-type and *kap108* mutant cells grown under normal conditions, shortly after introduction of oxidative stress, after 1 hr of oxidative stress, and 1 hr after oxidative stress was removed. We observe more than 500 genes that undergo a 40% or greater change in differential expression between wild-type and *kap108Δ* cells under at least one of these conditions. Genes undergoing changes in expression can be categorized in two general groups: 1) those that are differentially expressed between wild-type and *kap108*Δ cells, no matter the oxidative stress conditions; and 2) those that have patterns of response dependent upon both the absence of Kap108, and introduction or removal of oxidative stress. Gene ontology analysis reveals that, among the genes whose expression is reduced in the absence of Kap108 are those involved in stress response and intracellular transport, while those overexpressed are largely involved in mating and pheromone response. We also identified 25 clusters of genes that undergo similar patterns of change in gene expression when oxidative stresses are added and subsequently removed, including genes involved in stress response, oxidation–reduction processing, iron homeostasis, ascospore wall assembly, transmembrane transport, and cell fusion during mating. These data suggest that Kap108 is important for regulating expression of genes involved in a variety of specific cell functions.

The regulated transport of proteins between the cytoplasm and the nucleus of eukaryotic cells provides an important mechanism for controlling gene expression. Since protein synthesis occurs in the cytoplasm, and the genetic material resides within the nucleus, proteins responsible for regulating gene expression must enter the nucleus to activate or repress gene activity. Transcription factors active within the nucleus can subsequently have their control of transcription modulated by regulated shuttling back out of the nucleus. This regulated nucleocytoplasmic shuttling into, and out of, the nucleus occurs specifically through large, macromolecular assemblages termed nuclear pore complexes (NPCs). Each NPC is comprised of more than 30 different proteins, termed nucleoporins (Nups), which assemble in multiples of eight to form a complex that includes nearly 500 total polypeptides (reviewed in Wente and Rout 2010; Hoelz *et al.* 2011). NPCs perforate both phospholipid bilayers of the nuclear envelope, forming a nuclear pore through which proteins, RNAs, and other molecules can pass. These NPCs are the conduit for the vast majority of molecular transit between the cytoplasm and nucleus in eukaryotes (see Kabachinski and Schwartz 2015).

The regulated passage of most proteins through the NPCs is mediated by soluble transport factors referred to as karyopherins (Kaps) (Quan *et al.* 2008; Kimura and Imamoto 2014). Kaps that transport cargo proteins into the nucleus are referred to as “importins,” and those that export specific substrates from the nucleus are “exportins” (for reviews, see Wente and Rout 2010; Bauer *et al.* 2015). Importins function by associating with a nuclear localization signal (NLS) on the cargo protein to be imported, accompanying the NLS-containing cargo to the NPCs, and mediating translocation of the Kap/NLS-cargo complex through the nuclear pore. Once inside the nucleus, the Kap and cargo disassemble upon interaction with the GTP-bound form of the small G-protein Ran (Fried and Kutay 2003). Exportins bind to a nuclear export signal (NES) on their cargo in a Ran-GTP-dependent manner, are exported as an exportin/cargo/Ran-GTP heterotrimer, and dissociate from cargo upon GTP hydrolysis in the cytoplasm (see Terry *et al.* 2007; Cook and Conti 2010; Bauer *et al.* 2015).

Yeast cells encode 14 distinct karyopherin proteins, at least 10 of which function as importins (Quan *et al.* 2008; Kimura and Imamoto 2014). For some of the Kaps, the proteins they recognize, and the cargoes they transport are well characterized (Lange *et al.* 2007; Kimura and Imamoto 2014). But the cargoes and function of other karyopherins are much less well defined. An example is the yeast importin Kap108/Sxm1, for which only two cargoes have been defined: the Pab1 poly(A)-binding protein (Brune *et al.* 2005), and the Lhp1 tRNA maturation factor (Rosenblum *et al.* 1997). The mammalian karyopherin with which Kap108 has greatest sequence similarity is the human Importin-8, for which no NLS has been isolated, and only a few potential transport substrates have been identified (Dean *et al.* 2001; Yao *et al.* 2008; Weinmann *et al.* 2009).

Some intracellular activities are regulated, at least in part, by the controlled nucleocytoplasmic shuttling of specific polypeptides. Cellular responses to oxidative stresses, both in the form of superoxide radicals and other chemical oxidative agents, are also dependent, at least in part, on the nucleocytoplasmic shuttling of proteins (Yan *et al.* 1998; Kuge *et al.* 2001; Görner *et al.* 2002; Crampton *et al.* 2009; Gulshan *et al.* 2012). Introduction of an oxidative stress to the yeast *Saccharomyces cerevisiae* results in changes in the expression—either upward or downward—of nearly 2000 genes (Causton *et al.* 2001; Gasch *et al.* 2000). A great many of these genes are controlled by two distinct transcription factors, Yap1 and Msn2-Msn4, each of which regulate increases and decreases in transcription of distinct, but overlapping, sets of genes in response to oxidative stress and other stressors (Toone and Jones 1999; Gasch *et al.* 2000; Causton *et al.* 2001; Moye-Rowley 2002; Hasan *et al.* 2002; Hao *et al.* 2013). Both of these transcription factors are located primarily in the cytoplasm during log growth in yeast, and undergo rapid nuclear import and accumulation upon introduction of an oxidative stress. Yap1 and Msn2-Msn4 are both imported by the karyopherins Kap121 and Kap123 (Isoyama *et al.* 2001; De Wever *et al.* 2005; Garmendia-Torres *et al.* 2007). Yap1 undergoes regulated export by Crm1/Xpo1 (Kuge *et al.* 1998; Yan *et al.* 1998), while Msn2-Msn4 is exported by Msn5/Kap142 in response to oxidative stress (Görner *et al.* 2002). However, Yap1 and Msn2/Msn4 are not the sole regulators of gene expression changes in response to oxidative stress in yeast (Winzeler *et al.* 1999; Gasch *et al.* 2000; Causton *et al.* 2001; Moye-Rowley 2002), and it is likely that nucleocytoplasmic regulation of other transcription factors impacts stress response.

In order to identify genes whose expression is influenced by the importin Kap108, we performed microarray analyses on wild-type and *kap108*Δ cells grown under normal conditions. We observed that over 70 genes underwent differential expression, suggesting that Kap108 likely mediates the nuclear import of some transcription factors, and/or other transcriptional regulators. Genes constitutively upregulated in the absence of Kap108 include those involved in mating and pheromone response. Genes whose expression is reduced in the absence of Kap108 are associated with cellular transport and stress response. Analysis of gene expression upon addition, and subsequent removal, of oxidative stress revealed more than 500 genes that undergo change to differential expression between wild-type and *kap108*Δ yeast, with enrichment for genes involved in stress response, oxidation–reduction process, iron ion homeostasis, ascospore wall assembly, transmembrane transport, and cytogamy. Taken together, these data indicate that Kap108-mediated nucleocytoplasmic transport is likely important for expression of genes involved in multiple cellular functions.

## Materials and Methods

### Microarray analysis

Yeast strains BY4742 and KBY1357 (BY4742 *kap108*Δ) were obtained from OpenBiosystems (Lafayette, CO). Media recipes and cell culture conditions are described in Adams *et al.* (1997). KBY1357 and BY4742 cells were grown to A_600_ = 0.3 in 1 L YPD; 200 ml of culture was removed, spun at 3000 rpm for 10 min, and frozen at –80°. Fresh H_2_O_2_ was added to the remaining culture to a 1.0 mM final concentration, and each culture incubated for 10 min at 30°, after which 200 ml of culture was removed, spun, and frozen as above. This was repeated with another 200 ml of cells, 1 hr after H_2_O_2_ addition. The remaining culture was then pelleted, YPD + H_2_O_2_ media removed, cells resuspended in 250 ml YPD, and culture incubated for 1 hr at 30°. Cells were then pelleted and frozen as before. RNA from each pellet was isolated using the RiboPure-Yeast RNA isolation kit (Ambion, Inc.) as per the manufacturer’s instructions. RNA probes were labeled and hybridized to Agilent Yeast 4x44K microarray kit by MoGene, LC (St. Louis, MO). RNA isolation for each condition was done in triplicate, and analysis was done with dye reversal.

The Agilent spectrometer used by MoGene applied a linear loess dye normalization to the two channels on each array. Replicate probes on each array were summarized by taking their geometric mean. Once replicate probes had been summarized, further background correction, and data normalization took place using GeneSpring GX 13.0, which involved a threshold step that set all probes with intensity values of less than one up to one, a log_2_ transformation, and a percentile shift to the 75th percentile.

Data from cells on the preoxidation arrays were analyzed using an unpaired *t*-test. Genes that underwent a 1.5-fold change with *P <* 0.05 (raw) were considered to have significant differential expression. Gene ontology (GO) analysis of these data took place using YEASTRACT for both overexpressed and underexpressed genes (Teixeira *et al.* 2006; 2014; Monteiro *et al.* 2008; Abdulrehman *et al.* 2011).

Differential expression values were then converted back from their log_2_ transformation, and the effect of addition of oxidative stress was determined by filtering all genes with over a 40% change in at least one of the samples subjected to oxidative stress as compared to the preoxidation samples. This cutoff was chosen to provide both stringency and a sizable gene list. These filtered genes were then clustered according to patterns of change in differential expression. This was done by considering three possible changes to differential expression that could occur between time points: an increase, a decrease, or no change. To qualify as increasing or decreasing, differential expression had to change by at least 20%. The 20% cutoff was chosen because it is less than 40%, but still stringent enough to effectively cluster genes. Ultimately, this gives 25 groups of genes that are representative of 25 different possible patterns of change in differential gene expression. GO analysis was performed for each group using YEASTRACT, which also calculated *P*-values using a hypergeometric distribution with a Bonferroni correction (Teixeira *et al.* 2006, 2014; Monteiro *et al.* 2008; Abdulrehman *et al.* 2011).

### Data availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.* 2002), and are accessible through GEO Series accession number GSE71068 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71068). Strains are available upon request. Supplemental Material, Figure S1 contains YEASTRACT GO analysis of underexpressed genes in mutant cells under normal growth conditions. Figure S2 contains YEASTRACT GO analysis of overexpressed genes in mutant cells under normal growth conditions. Figure S3 contains YEASTRACT GO analysis of genes filtered based on having at least a 40% change to differential gene expression in at least one of three postoxidation time points as compared to normal growth conditions. Figure S4 contains all 25 clusters, including the genes that comprise them, graphical depictions of changes to expression, and links to YEASTRACT GO analyses performed for each one. Figure S5 contains all custom code used in this study, which was implemented in R.

## Results

The mammalian importin-8 protein is essential for normal intracellular localization of the Smad4 protein that functions as a component of the TGF-β transcription factor (Yao *et al.* 2008), and for nuclear transport and proper function of the Ago2 component of the miRNA-processing argonaute complex (Weinmann *et al.* 2009). Kap108, the yeast importin with greatest similarity to importin-8, also has had few transport targets identified (Rosenblum *et al.* 1997; Brune *et al.* 2005), but those targets are involved, at least indirectly, in gene expression. To identify potential transport substrates for Kap108, or downstream targets of those substrates, we performed microarray analyses comparing genome-wide expression patterns in wild-type cells, and cells lacking Kap108. We examined changes in gene expression between wild-type and *kap108*Δ cells under normal growth conditions, 10 min after introduction of 1 mM H_2_O_2_, 1 hr after addition of H_2_O_2_, and 1 hr after the oxidative stress was removed.

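Each of the 12 arrays set RNA from wild-type cells against RNA from *kap108∆* cells of the same replicate and condition, with 3 arrays in each of the 4 conditions. *SXM1* (YDR395W), the gene for Kap108, had less signal in the *kap108∆* channel on 12 of the 12 arrays. Its log2 ratios were from -7.09 to -4.66 on the 8 arrays where both channels were well above background; on the other 4 the *kap108∆* channel was not, and no ratio is given. By the labels, wild-type RNA carried Cy3 and *kap108∆* RNA carried Cy5 on every array, so an effect of the dye on a probe is part of its ratio. The arrays held 1 probe for each of 6256 genes, printed as 7 spots. The authors deposited the scanner's processed intensity of every spot, with background subtracted and the dyes normalized within the array, and a table of log2 ratios per probe. From 433 to 1115 of the 43792 gene spots on an array were marked as uneven or as outliers by the scanner's software and were left out. Intensities below 1 were set to 1, the geometric mean of a gene's spots was taken on the log2 scale, and each channel was shifted so that its 75th percentile was 0. The log2 ratio is *kap108∆* minus wild type, as a mean over the 3 replicates. Signal well above background, in more than 50% of a gene's spots, was found for 86.5 to 95.9% of the genes in the wild-type channel (median 90.8%) and for 88.3 to 96.8% in the *kap108∆* channel (median 91.9%). Tests were run in limma 3.58.1 on all 6256 genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. The number of arrays limits the precision. In a test on simulated data, 89.0% of 200 genes changed by 1 on the log2 scale were found in a comparison of the strains at 3 replicates. The simulation drew genes and arrays independently and with no dye effect, so the share may differ for the real arrays.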

Two channel microarray data for gene expression from wild-type and *kap108∆* cells were examined to determine which genes are under and overexpressed in the absence of the Kap108 importin. Under normal conditions, 74 genes have statistically significant, 1.5-fold, or greater, differences in gene expression between wild-type and *kap108∆* cells, as determined by an unpaired *t*-test (*P <* 0.05, see Table S1). Of these, 35 are underexpressed, including *GPX2*, *TRX2*, and *TSA1*, which are associated with response to oxidative stress (*P <* 0.001). These genes are representative of 4.35% of all oxidative stress response genes in the yeast genome according to GO analysis done using YEASTRACT (Teixeira *et al.* 2006, 2014; Monteiro *et al.* 2008; Abdulrehman *et al.* 2011). 

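Under normal conditions 1056 of the 6256 genes differed between *kap108∆* and wild-type cells at an adjusted p under 0.05 from limma, with 455 higher and 601 lower in *kap108∆* cells. Of these, 202 differed by at least 1.5-fold, 94 of them higher and 108 lower. *SXM1* had the lowest ratio, with a log2 ratio of -6.23 ± 1.36 (SD, n = 3, adjusted p = 1.05e-04). Next among the genes with lower expression was *HSP12*, which encodes a membrane-protecting stress protein, at -2.53 (adjusted p = 0.0103); its *kap108∆* signal was well above background on 1 of 3 arrays. *NCA3*, listed under mitochondrion organization in the paper's GO analysis, had a log2 ratio of -2.03 (adjusted p = 0.0348), and *PTR2*, the transporter of small peptides, -1.89 (adjusted p = 0.0209). *CUP9*, whose product represses *PTR2*, was also lower, at -1.09 ± 0.20 (SD, n = 3, adjusted p = 9.22e-05). The methods' t-test, with an unadjusted p under 0.05 and a difference of at least 1.5-fold, gave 97 genes, 47 higher and 50 lower; it gave 389, 31 and 47 without replicates 1, 2 and 3, 60 with no shift or with the filter on dim probes and 172 when paired. No gene passed it after Benjamini-Hochberg adjustment over all genes (0 genes, smallest adjusted p 0.0897), and 560 had an unadjusted p under 0.05. The limma count was 1302 with replicate as a block, 1678 with only these arrays in the fit, 551 without replicate 1, 35 without replicate 2 and 511 without replicate 3. The block takes differences between replicates out of the error, so its higher count is no check on replication. The call of *PTR2* ended without replicate 1 (adjusted p = 0.0692), those of *HSP12* and *NCA3* without replicate 2 (adjusted p = 0.175 and 0.290) and those of *NCA3* and *PTR2* without replicate 3 (adjusted p = 0.144 and 0.143). The values of *HSP12* and *NCA3* were -0.94 and -1.32 with normexp correction.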

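The 3 antioxidant genes were lower in *kap108∆* cells on each of the 3 arrays. *TSA1*, which encodes the main cytosolic peroxiredoxin, had a log2 ratio of -0.99 ± 0.080 (SD, n = 3, adjusted p = 3.52e-05) from limma. For *TRX2*, a thioredoxin that reduces peroxiredoxins, it was -0.70 ± 0.14 (SD, n = 3, adjusted p = 0.00510), and for *GPX2*, a glutathione peroxidase, -0.73 ± 0.13 (SD, n = 3, adjusted p = 0.0196). Other peroxide and superoxide defense genes were lower as well, among them *AHP1* at -0.65 (adjusted p = 3.43e-04), *SOD1* at -0.55 (adjusted p = 0.00542) and *GSH1* at -0.27 (adjusted p = 0.0159). Of 16 antioxidant and detoxification genes, most of them targets of the transcription factor Yap1, 6 were lower and 1 was higher (7 lower and 1 higher when adjusted over the list alone). Their mean log2 ratio was -0.27 (camera, adjusted p = 0.0125; adjusted p = 0.394 with an estimated correlation). The camera call was lost without replicate 1, with an adjusted p of 0.0747, and with only these arrays in the fit (adjusted p = 0.0619). Among 23 general stress response genes, most of them targets of Msn2 and Msn4, 4 were lower and 0 higher, also when adjusted over the list alone, with a mean of -0.38 (camera, adjusted p = 0.0118; adjusted p = 0.674 with an estimated correlation; adjusted p = 0.137 without replicate 1). They included *HSP26*, a small chaperone, at -1.01 (adjusted p = 0.00960) and *DDR48*, a gene induced by stress and DNA damage, at -0.91 (adjusted p = 0.00199). The calls of *SOD1* and *GSH1* ended without replicate 1 (adjusted p = 0.0625 and 0.132), those of all the called genes named here but *TSA1* without replicate 2 (adjusted p from 0.0510 to 0.196) and those of *TRX2* and *HSP26* without replicate 3 (adjusted p = 0.0514 and 0.0711).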

Genes related to carbohydrate transport were also underexpressed, including *HXT1*, *HXT5*, and *HXT10* (*P <* 1E–4), and are representative of 9.09% of all carbohydrate transport genes in the genome. 

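*HXT1*, the low-affinity glucose transporter, was lower in *kap108∆* cells, with a log2 ratio of -0.95 ± 0.099 (SD, n = 3, adjusted p = 0.0192) from limma. *HXT10* was lower as well (adjusted p = 0.0118), but its *kap108∆* signal was well above background on no array and its wild-type signal on 1 of 3, so the fold is given as at least 1.08-fold lower. *HXT5*, a transporter expressed in slow growth, was not well above background in either channel on any array, and no fold is given; it did not pass the test (adjusted p = 0.0946). Of 18 hexose transporters and glucose sensors, 2 were lower and 0 higher, both *HXT* genes named above, and 2 were lower when adjusted over the list alone. As a set these 18 genes had a mean log2 ratio of -0.19 and were not called against other genes (camera, adjusted p = 0.529). The transporters *HXT2*, *HXT3*, *HXT6* and *HXT7*, which were well above background in both channels on every array, did not pass, with log2 ratios from -0.14 to 0.17. The call of *HXT1* ended without replicate 1 (adjusted p = 0.133), those of *HXT1* and *HXT10* without replicate 2 (adjusted p = 0.180 and 0.165) and that of *HXT10* without replicate 3 (adjusted p = 0.114).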

The oxidative stress response genes comprise 8.57% of the 35 underexpressed genes, while all oxidative stress response genes represent 1.10% of the entire genome, and the carbohydrate transport genes represent 8.57% of the underexpressed genes, as compared to the 0.53% of the genome that all carbohydrate transport proteins make up (Figure 1A). Other notable underexpressed groups include transmembrane transport (five genes, *P <* 0.001), reciprocal meiotic recombination (two genes, *P <* 0.01), oxidation–reduction process (five genes, *P <* 0.01), electron transport chain (two genes, *P <* 0.01), and response to stress (three genes, *P <* 0.01) (see Figure 1A and Figure S1). On the other hand, 39 genes are overexpressed when kap108 is absent. 

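*INH1*, which encodes the inhibitor of the mitochondrial ATPase, was lower in *kap108∆* cells with a log2 ratio of -1.35 ± 0.16 (SD, n = 3, adjusted p = 0.00241) from limma. Of 27 nuclear genes of oxidative phosphorylation, 4 were lower and 0 higher (4 lower when adjusted over the list alone). They included the ATP synthase subunits *ATP3* at -0.48 (adjusted p = 0.00120) and *ATP16* at -0.45 (adjusted p = 0.0113). The mean of the list was -0.22 (camera, adjusted p = 0.00481; adjusted p = 0.674 with an estimated correlation), and this call was lost without replicate 1 (mean -0.14, adjusted p = 0.167). Genes of meiosis and sporulation moved both ways, with 5 of 31 lower and 2 higher (8 lower and 4 higher when adjusted over the list alone). *NDT80*, the activator of middle meiotic genes, was lower at -0.80 (adjusted p = 0.00398). The meiotic cohesin gene *REC8* was higher, at 0.83 (adjusted p = 0.00636), with wild-type signal well above background on 1 of 3 arrays, and it did not pass with normexp correction (adjusted p = 0.108). *HOP2*, a gene of homologous pairing, was well above background in neither channel, so no fold is given. The set was not called against other genes (mean -0.085; camera, adjusted p = 0.454). The call of *ATP16* ended without replicate 1 (adjusted p = 0.112), those of *INH1*, *ATP3*, *ATP16* and *NDT80* without replicate 2 (adjusted p from 0.0665 to 0.150) and that of *REC8* without replicate 3 (adjusted p = 0.0789). The values of *INH1* and *NDT80* were -0.66 and -0.37 with normexp correction.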

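Outside the mating genes, the highest ratios belonged to a retrotransposon, a gene of purine breakdown, a hypoxic gene, *YPR170C* and *DSF1*. *YIL082W* and *YIL082W-A*, reading frames of a Ty3 element, had log2 ratios of 2.63 ± 0.73 (SD, n = 3, adjusted p = 0.00118) and 1.98 ± 0.30 (SD, n = 3, adjusted p = 8.52e-05) from limma. *DAL1*, which encodes allantoinase, was higher by 2.58 (adjusted p = 0.00285), with wild-type signal well above background on 2 of 3 arrays. *DSF1*, a mannitol dehydrogenase gene, had the smallest adjusted p of these, at 1.60 ± 0.068 (SD, n = 3, adjusted p = 2.11e-07), and *YPR170C* was at 1.94 (adjusted p = 0.0238), with wild-type signal well above background on 1 of 3 arrays. The hypoxic genes *ANB1*, a translation factor, and *AAC3*, an ADP/ATP carrier, were higher at 2.16 ± 0.076 (SD, n = 3, adjusted p = 1.17e-04) and 1.06 ± 0.017 (SD, n = 3, adjusted p = 8.52e-05). Of 12 hypoxic genes, most of them repressed by Rox1, 3 were higher and 1 was lower, and 3 and 1 when adjusted over the list alone. As a set they did not pass (mean log2 ratio 0.23; camera, adjusted p = 0.105), though they did without replicate 2 (adjusted p = 0.0393). The call of *YPR170C* ended without replicate 2 (adjusted p = 0.193) and without replicate 3 (adjusted p = 0.162). The values of *YPR170C* and *DAL1* were 0.56 and 1.17 with normexp correction.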

GO analysis done using YEASTRACT (Teixeira *et al.* 2006, 2014; Monteiro *et al.* 2008; Abdulrehman *et al.* 2011) reveals that four of these genes are related to cytogamy, or cell fusion in mating. They represent 50% of cytogamy genes in the yeast genome, and include *FIG1*, *FIG2*, *STE2*, and *FUS2* (*P <* 1E–9). These four genes are representative of 10.26% of the overexpressed genes, whereas all cytogamy genes constitute only 0.13% of the yeast genome (Figure 1B). 

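All 4 named genes were higher in *kap108∆* cells on each of the 3 arrays. *FIG1*, a membrane protein of mating cells that takes part in calcium influx, had a log2 ratio of 3.45 ± 0.78 (SD, n = 3, adjusted p = 0.00133) from limma. *STE2*, the receptor for alpha factor, was higher by 2.58 ± 0.40 (SD, n = 3, adjusted p = 9.87e-06); for both genes the wild-type signal was well above background on 2 of 3 arrays. *FIG2*, a cell wall adhesin, and *FUS2*, a cytoplasmic protein of cell fusion, were higher by 1.32 ± 0.21 (SD, n = 3, adjusted p = 4.27e-04) and 1.23 ± 0.18 (SD, n = 3, adjusted p = 4.02e-04). Of 21 genes induced by mating pheromone, 17 were higher and 0 lower (19 higher when adjusted over the list alone), with a mean of 1.01. The list stood above other genes (camera, adjusted p = 1.16e-13; adjusted p = 0.0901 with an estimated correlation), and its genes moved upward on balance (fry, adjusted p = 6.90e-05). *PRM2* and *PRM6*, pheromone-regulated membrane proteins, were higher by 3.82 (adjusted p = 0.00217) and 2.25 (adjusted p = 0.00199), each with wild-type signal well above background on 2 of 3 arrays. The fusion gene *FUS1*, the fusion factor *PRM1* and *PRM8* were higher by 0.84 (adjusted p = 0.0293), 1.38 (adjusted p = 0.0132) and 1.52 (adjusted p = 1.17e-04). Among 9 genes that both haploid mating types express, 3 were higher and 1 was lower (5 and 1 when adjusted over the list alone), including *GPA1*, the G protein of the pheromone receptors, at 0.42 (adjusted p = 0.00546). The calls of *FUS1*, *PRM1* and *GPA1* ended without replicate 1 (adjusted p from 0.0724 to 0.139), those of *FIG1*, *FUS2*, *PRM2*, *FUS1*, *PRM1* and *GPA1* without replicate 2 (adjusted p from 0.0593 to 0.159) and that of *FUS1* with only the arrays compared in the fit (adjusted p = 0.0548). The value of *FUS1* was 0.52 without replicate 3. The values of *FIG1*, *STE2*, *PRM2* and *PRM6* were 2.20, 1.41, 2.20 and 1.07 with normexp correction.

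**Figure D1:**
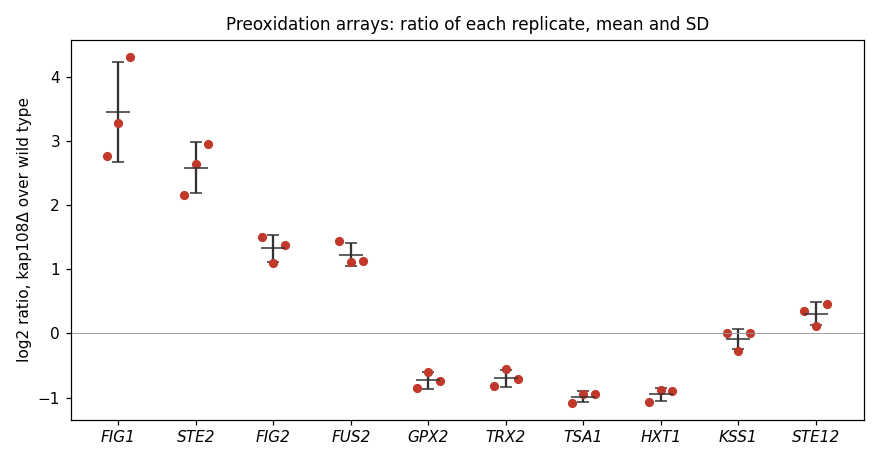
Log2 ratio of *kap108∆* to wild-type signal before H2O2 was added, for 10 genes; points are the 3 replicates, long marks the mean and bars the SD. The mating genes *FIG1*, *STE2*, *FIG2* and *FUS2* lie above 0 in 3 of 3 replicates and *GPX2*, *TRX2*, *TSA1* and *HXT1* below 0 in 3 of 3; *KSS1* and *STE12* lie closer to 0.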

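Of 9 arginine biosynthesis genes, 3 were higher and 0 lower at an adjusted p under 0.05 from limma (5 higher when adjusted over the list alone). *ARG56*, which encodes 2 enzymes of the pathway, had a log2 ratio of 0.88 ± 0.16 (SD, n = 3, adjusted p = 0.00378), *ARG4*, argininosuccinate lyase, 0.65 ± 0.22 (SD, n = 3, adjusted p = 0.00916), and *ARG7*, the ornithine acetyltransferase, 0.39 (adjusted p = 0.0376). The list had a mean of 0.48 (camera, adjusted p = 0.00261; adjusted p = 0.394 with an estimated correlation). The metallothionein genes *CUP1-1* and *CUP1-2*, near-identical copies whose probes cannot tell them apart, had log2 ratios of 0.73 and 0.73 and did not pass (adjusted p = 0.0665 and 0.0663). The call of *ARG7* ended without replicate 1 (adjusted p = 0.167) and those of *ARG56*, *ARG4* and *ARG7* without replicate 2 (adjusted p from 0.145 to 0.342).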

Other notable overexpressed groups include arginine biosynthetic process (two genes, *P <* 1E–4), removal of superoxide radicals (two genes, *P <* 1E–5), response to pheromone (two genes, *P <* 0.001), and metabolic process (five genes, *P <* 0.01) (see Figure 1B and Figure S2).

**Figure 1:**
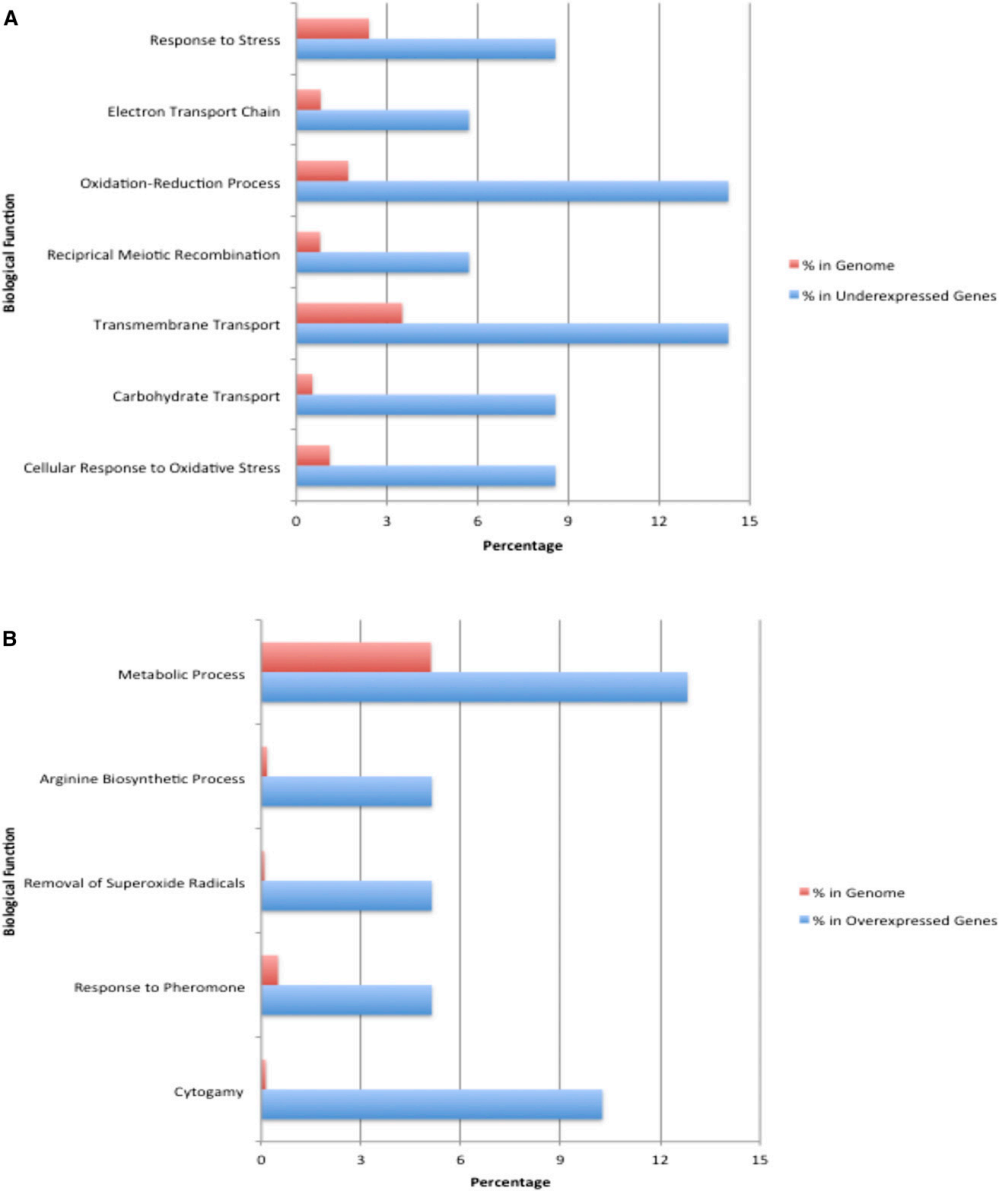
Genes involved in seven biological functions have decreased expression in *kap108∆* cells, while genes for five functions are overexpressed. Wild-type and *kap108∆* yeast were grown in YPD media for 72 hr at 30°, and normalized Agilent two-channel microarray gene expression data from three replicate arrays of these cultures were filtered for genes that experience at least a 1.5-fold change in differential expression with *P <* 0.05 as determined by an unpaired *t*-test. YEASTRACT was used to perform gene ontology (GO) analysis on the (A) 35 genes with reduced expression, and (B) 39 overexpressed genes, and only groups with significant differences from representation in the yeast genome (*P <* 0.01) are shown. “Percent in genome” refers to the percentage of genes in the entire yeast genome that have the given biological function. “Percent in underexpressed genes” refers to what percentage of genes significantly underexpressed by at least 1.5-fold have the given biological function (A). “Percent in overexpressed genes” refers to what percentage of genes significantly overexpressed by at least 1.5-fold have the given biological function (B).

To determine how the absence of Kap108 affects gene expression normally induced by oxidative stress, we extracted mRNA from wild-type and *kap108∆* mutant cells after 10 min and 60 min exposure to oxidative stress, and 60 min after the stress was removed. 

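Arrays at 10 min and 60 min in 1 mM H2O2 and 60 min after its removal, 3 for each time, were read and normalized like the 3 arrays without H2O2. *SRX1*, which encodes the sulfiredoxin that repairs oxidized peroxiredoxins, shows the course in single channels: in wild-type cells its log2 signal rose by 2.48 ± 0.90 (SD, n = 3, adjusted p = 0.0419) from preoxidation to 60 min in H2O2, by limma. In *kap108∆* cells the change of *SRX1* over that time was 0.49 and did not pass (adjusted p = 0.598); the difference between the strains did not pass either (adjusted p = 0.226), nor did the wild-type rise of *SRX1* with normexp correction (adjusted p = 0.0628). The change of the log2 ratio between conditions was tested in limma as the difference between the strains' responses, and each strain's response was tested on its own channel. The SD beside a change is over its differences within replicate numbers. The fit does not pair these, so the SD is not the spread that the p-value tests. By the methods the serial samples of a strain came from its own culture, which is not tied there to a replicate number; signals of a replicate number resembled each other across conditions, so each comparison was repeated with replicate as a block. The 4 arrays of a replicate shared a slide, and replicate 1 was read with another version of the scanner's software than replicates 2 and 3, so slide, culture and software cannot be told apart. On simulated data at this size, 83.0% of 200 genes whose ratio changed by 1 on the log2 scale were found, and 41.5% of 200 genes changed by 1 in wild-type cells. Simulated arrays were independent, which those of a replicate number are not, so these shares may differ for the real arrays. The wild-type call of *SRX1* ended without replicate 1 (adjusted p = 0.127), without replicate 2 (adjusted p = 0.265) and without replicate 3 (adjusted p = 0.0508).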

Two channel microarray analyses were then performed to compare expression in wild-type and *kap108∆* cells at each time point. To identify genes undergoing differential expression, we used a filter that selected for genes exhibiting at least a 40% difference in expression in at least one of the three timepoints (Table S2). The filtered gene list comprises 511 of the 6253 genes considered. 

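At the same limits (a ratio relative to preoxidation above 1.4 or below 0.6), 636 of 6256 genes passed at 1 or more times. After 10 min in H2O2 79 genes passed, after 60 min 162, and after its removal 489, of which 428 passed at that time alone. The antioxidant genes *TSA1*, *TRX2*, *GPX2*, *AHP1* and *SOD1* were among those that passed after removal alone. The mating genes *FIG1*, *STE2*, *FIG2* and *FUS2* passed as well, and *STE12* and *KSS1* did not. Of the 636 genes, 205 also had an adjusted p under 0.05 from limma for the change at the time they passed. Signal well above background in both channels on every array was found for 47.5% of the 636 genes and for 89.2% of the other genes. When no change was simulated, 365 genes passed the filter from the spread between replicates alone. The simulation drew each array on its own, while ratios of a replicate number correlated at up to 0.51 across conditions, so this count may be too high. The filter passed 276 genes with normexp correction, 367 with the filter on dim probes, 795 without replicate 1, 995 without replicate 2 and 768 without replicate 3.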

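Of 16 antioxidant and detoxification genes, 13 passed the filter, where 10.2% of all genes did (Fisher's exact test, adjusted p = 8.35e-10 over 18 lists). They included the glutathione transferase gene *GTT2* and the exporter genes *ATR1* and *FLR1*. Of 23 general stress response genes, 11 passed (adjusted p = 2.85e-05 from the same exact test), among them *HSP12*, *HSP26*, *SOL4* and *DDR48*. Chaperone genes passed at 7 of 19 (adjusted p = 0.00471, same exact test), including *SSA4*, *APJ1*, *CUR1* and *SIS1*. The exact test takes genes as independent, which genes regulated together on the same arrays are not, so its p-values may be too small. Among the 5477 genes well above background in a channel on every array, a choice made after the results were seen, 6.70% passed, and these 3 lists still passed at 13 of 16, 7 of 19 and 7 of 19 (adjusted p = 3.76e-12, 4.28e-04 and 4.28e-04). Of genes on other lists, 0 of 30 proteasome subunit genes, 0 of 19 ribosomal protein genes and 0 of 14 genes of other karyopherins passed the filter, while *RPL22B*, a ribosomal protein gene outside its list, did pass.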

YEASTRACT GO analysis (Teixeira *et al.* 2006, 2014; Monteiro *et al.* 2008; Abdulrehman *et al.* 2011) of the list of filtered genes shows that overrepresented functions from this group include cellular response to stress (*P <* 1E–12), oxidation–reduction processes (*P <* 1E–9), iron ion homeostasis (*P <* 1E–7), ascospore wall assembly (*P <* 1E–5), transmembrane transport (*P <* 1E–4), and cytogamy (*P <* 1E–4) (Figure 2A, see also Figure S3 for the full GO analysis). Genes involved in response to stress made up 7.45% of these filtered genes (*i.e.*, 38 out of 510 genes, with *PFF1* excluded due to its failure to be recognized by YEASTRACT), while this function makes up about 2.41% of all genes in the genome. Similarly, genes involved with oxidation–reduction processes make up 4.67% of the genome, while they represent 10.0% (51 genes) of the filtered genes. There were 11 filtered iron ion homeostasis genes, making up 2.16% of the list, while this function represents just 0.42% of the genome. 

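Of 25 iron uptake and homeostasis genes, most of them targets of Aft1, 11 passed the filter (Fisher's exact test, which takes genes as independent, adjusted p = 4.93e-05). They included the ferric reductase genes *FRE1*, *FRE2* and *FRE3*, the cell wall mannoprotein gene *FIT1* and *TIS11*, whose product degrades mRNAs when iron is scarce. *MRS4*, the mitochondrial iron carrier, and *ISU2*, a scaffold of iron-sulfur cluster assembly, passed as well. By limma, the log2 ratio of *MRS4* rose by 1.41 ± 0.47 (SD, n = 3, adjusted p = 0.00481) from 60 min in H2O2 to 60 min after its removal, that of *ISU2* by 1.31 ± 0.52 (SD, n = 3, adjusted p = 0.00546) and that of *FRE2* by 1.73 ± 0.73 (SD, n = 3, adjusted p = 0.0426). In all, 4 of the 25 genes rose at an adjusted p under 0.05 and 0 fell, also when adjusted over the list alone, with a mean of 0.54. The set differed from other genes (camera, adjusted p = 0.0186; adjusted p = 0.728 with an estimated correlation), but not without replicate 3 (mean 0.29, adjusted p = 0.153), and without replicate 1 its mean was 0.81. The calls of *FRE2* and *ISU2* ended without replicate 1 (adjusted p = 0.0656 and 0.0695); those of *FRE2*, *MRS4* and *ISU2* without replicate 2 (adjusted p from 0.0531 to 0.249) and with only the arrays compared in the fit (adjusted p from 0.0654 to 0.0903); that of *FRE2* without replicate 3 (adjusted p = 0.0751).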

Ascospore wall assembly was represented by 12 genes, and made up 2.35% of the gene list, while in the genome it represents only 0.69% of all genes. Transmembrane transport and cytogamy made up 6.27% (32 genes), and 0.78% (four genes) of the filtered gene list, respectively, but comprise only 3.52% and 0.13% of the genome. 

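Of 21 pheromone-induced genes, 10 passed the filter (Fisher's exact test, which takes genes as independent, adjusted p = 4.93e-05), among them *PRM1*, *PRM8*, *KAR4* and *FAR1*. Genes expressed only in MATa cells passed at 4 of 7 (adjusted p = 0.00648, same exact test), with *MFA2*, *BAR1* and *ASG7* beside *STE2*. Of 31 genes of meiosis and sporulation, 14 passed (adjusted p = 5.05e-06, exact test), including the regulators *IME2* and *NDT80*. Hexose transporter genes passed at 6 of 18 (adjusted p = 0.0137, exact test). The filter passed more dim genes: 42.3% of the filtered genes and 9.07% of the others were well above background in neither channel on some array. Among genes well above background in a channel on every array, an alternative chosen after the results were seen, 1 of 8 meiosis genes, 1 of 9 hexose transporter genes and 1 of 2 MATa genes passed, and none of these 3 lists was enriched (adjusted p = 0.548, 0.557 and 0.259), while the pheromone-induced list, at 9 of 20, was (adjusted p = 1.29e-05). By limma the ratio of *NDT80* rose by 0.73 (adjusted p = 0.0275) on the log2 scale from 60 min in H2O2 to after its removal. With normexp correction *NDT80* did not pass (adjusted p = 0.104). The wild-type signal of *MPC54*, a spindle pole gene, was well above background on no array at 60 min, so no change is given. The meiosis list's mean change was 0.13 (camera, adjusted p = 0.313). The call of *NDT80* ended without replicate 1 (adjusted p = 0.0609), without replicate 2 (adjusted p = 0.190), without replicate 3 (adjusted p = 0.107) and with only the arrays compared in the fit (adjusted p = 0.0718).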

Finally, sporulation, meiosis, and pheromone-dependent signal transduction involved in conjugation with cellular fusion made up 3.14% (16 genes), 3.73% (19 genes), and 1.18% (6 genes) of the filtered gene list, respectively, while they comprise just 1.63%, 2.13%, and 0.42% of the genome. These data suggest that Kap108 is essential for normal expression of genes encoding proteins involved in these functions either during or after exposure to oxidative stress.

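Relative to preoxidation, no gene's ratio changed during exposure to H2O2 at an adjusted p under 0.05 from limma, either at 10 min (0 genes, 96 at an unadjusted p under 0.05) or at 60 min (0 genes, 304 at an unadjusted p under 0.05). The chaperone gene *SSA4* had a change in log2 ratio of -1.24 at 60 min, *DDR2*, a stress gene of unknown function, -2.26, and *HSP42*, a small chaperone, -1.59, none past the threshold. As sets, 4 of the 18 lists had lower ratios at 60 min than before H2O2 by camera. They were the antioxidant genes (mean -0.34, adjusted p = 5.90e-06; adjusted p = 0.291 with an estimated correlation), the general stress genes (mean -0.46, adjusted p = 1.06e-06; adjusted p = 0.699 with an estimated correlation), the chaperone genes (mean -0.30, adjusted p = 1.67e-07; adjusted p = 0.291 with an estimated correlation) and the other karyopherins (mean -0.070, adjusted p = 0.0253; adjusted p = 0.291 with an estimated correlation). Adjusted over the list alone, 2, 3, 3 and 0 of their genes fell, and 0 rose in each; the call of the karyopherins ended without replicate 1 (adjusted p = 0.0851) and without replicate 3 (mean -0.034, adjusted p = 0.276), and the stress mean was -0.27 with normexp correction. After removal of H2O2, 487 genes differed in ratio from preoxidation, 280 up and 207 down. With replicate as a block the count was 615, with normexp correction 740 and with only these arrays in the fit 23, and it was 68 without replicate 1, 0 without replicate 2 (limma) and 95 without replicate 3. Among the 487 were *TSA1*, whose ratio rose by 1.03 (adjusted p = 9.31e-04), and *STE2*, whose ratio fell by 1.71 (adjusted p = 0.00260). The calls of *TSA1* and *STE2* ended without replicate 2 (adjusted p = 0.0708 and 0.138). The value of *STE2* was -1.08 with normexp correction.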

**Figure 2:**
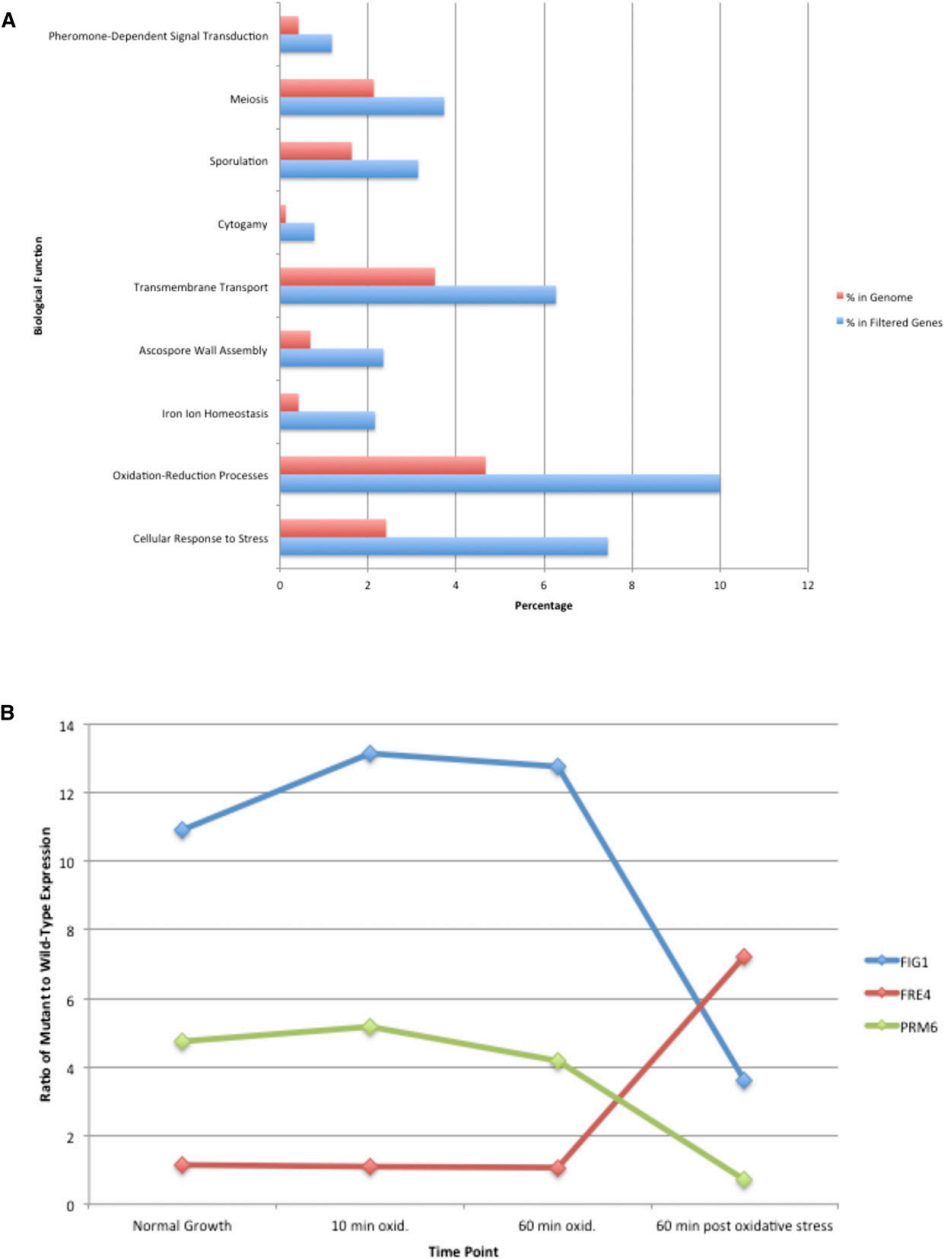
Nine biological functions are overrepresented among genes that undergo significant changes in differential expression between wild-type and *kap108∆* yeast cells after the addition of oxidative stress. Wild-type and *kap108∆* yeast cultures were grown at 30° for 72 hr on YPD (normal growth). At *t* = 0, H_2_O_2_ was added, and yeast cells were removed after 10 min (10 min oxid), and 60 min (60 min oxid). Cells were then rinsed, resuspended in YPD, and incubated for 60 min in the absence of H_2_O_2_ (60 min postoxidative stress). (A) Normalized Agilent two-channel microarray gene expression data for three replicates of each of these four conditions were filtered for genes that undergo at least a 40% change in differential expression between preoxidation and any of the other three time points. YEASTRACT was used to perform a GO analysis of the 511 resulting genes. “Percent in genome” refers to the percentage of genes in the genome with the given biological function, while “percent in filtered genes” refers to the percentage of genes with the given biological function in the filtered gene list. (B) Filtered genes were clustered based on three possible changes to differential expression between time points: an increase of at least 20% (“Up”), a decrease of at least 20% (“Dn”), or no change (“Nc”). All 27 possible patterns were considered. Plotted are the mutant to wild-type expression ratios at all four time points for three noteworthy example genes: FIG1, which clusters in UpNcDn, *FRE4*, which is NcNcUp, and *PRM6*, which is NcNcDn.

To look more closely at how differential expression was changing for this group of filtered genes, 27 clusters were formed based on whether differential expression increased, decreased, or did not change between time points. These 27 clusters are representative of every possible pattern of change over the four time points (preoxidation, 10 min oxidation, 60 min oxidation, 60 min postoxidation), and are named accordingly. For example, the cluster “UpNcDn” would contain all genes for which the ratio between mutant and wild-type cells increased between time 0 and time 10 (“Up”), did not change between time 10 and time 60 (“Nc”), and went down between time 60 and time 120 (“Dn”). To be classified as an increase or decrease, differential expression between wild-type and mutant cells had to change by at least 20% between time points. The ratios of mutant to wild-type expression for *FIG1*, *FRE4*, and *PRM6*—noteworthy genes from the UpNcDn, NcNcUp, and NcNcDn clusters, respectively—are shown in Figure 2B as an example of the way this clustering method detects patterns.

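*FRE4*, a ferric reductase gene, had a ratio of *kap108∆* to wild type of 1.13 before H2O2, 1.13 at 10 min, 1.08 at 60 min and 7.21 after removal (means of 3 replicates). Its log2 ratio changed by 2.75 ± 1.57 (SD, n = 3, adjusted p = 0.0183) after removal, by limma. In wild-type cells the signal of *FRE4* fell by 4.94 on the log2 scale at that step (adjusted p = 0.00205), and in *kap108∆* cells it fell by 2.19 (adjusted p = 0.0257); the wild-type signal after removal was well above background on 1 of 3 arrays. *FIG1* had ratios of 10.9, 13.2, 12.8 and 3.64 at the same 4 times. The drop in its log2 ratio after removal, -1.82 ± 0.89 (SD, n = 3), did not pass the test (adjusted p = 0.0881). *PRM6* had ratios of 4.75 before H2O2 and 5.20 at 10 min. Its wild-type signal was well above background on no array at 60 min and neither channel was after removal, so no later ratio and no change is given. The call of *FRE4* ended without replicate 2 (adjusted p = 0.139), without replicate 3 (adjusted p = 0.184) and with only the arrays compared in the fit (adjusted p = 0.148). The value of *FRE4* was 1.13 with normexp correction. The wild-type call of *FRE4* ended without replicate 3 (adjusted p = 0.0533). The value of *FRE4* was -3.11 in wild-type cells with normexp correction. The *kap108∆* call of *FRE4* ended with no shift (adjusted p = 0.123), without replicate 2 (adjusted p = 0.0993) and without replicate 3 (adjusted p = 0.138).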

Overall, at least one gene filled 25 out of the 27 possible clusters (Figure S4). 

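With the limits of 20%, the 636 genes that passed the filter here filled 26 of the 27 possible clusters. *GPX2*, *TRX2* and *TSA1* fell in NcNcUp and the fusion gene *FUS2* in NcNcDn. *HSP30*, a stress protein of the plasma membrane, and *SRX1* were in DnDnUp, with lower ratios at 10 min and 60 min and a higher one after removal, each against the time before. After NcNcUp and NcNcDn the best filled clusters were NcDnUp with 51 genes and NcUpDn with 45; NcDnUp held 28 genes with normexp correction, 32 with the filter on dim probes and 85 with limits equal in size on the log2 scale.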

To examine which biological patterns are overrepresented in each cluster, YEASTRACT was used to perform a GO analysis of each cluster (Teixeira *et al.* 2006, 2014; Monteiro *et al.* 2008; Abdulrehman *et al.* 2011). Notable groups revealed by this analysis are outlined in Table 1, while data for all clusters that contained genes are available in Figure S4. Prominent biological functions identified within these clusters include those related to sporulation, cytogamy, stress response, cellular transport, oxidation–reduction processes, and protein production and degradation. 

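*TSA1*, *AHP1*, *SOD1* and *GSH1* were in NcNcUp, where the ratio moves past the limits only in the step from 60 min to after removal; each of the 4 was lower in *kap108∆* cells before H2O2. NcNcUp held 257 genes and NcNcDn 58, against 21 and 6 when no change was simulated. By limma, 153 of the 257 and 33 of the 58 had a change in ratio past an adjusted p of 0.05 between 60 min in H2O2 and 60 min after its removal. Genes enter these clusters by their change over this same step on these arrays, so these shares are no separate support for it. The ratio of *SOD1*, superoxide dismutase, rose by 1.53 ± 0.34 (SD, n = 3, adjusted p = 2.19e-04), that of *AHP1*, a thiol peroxidase, by 1.34 ± 0.24 (SD, n = 3, adjusted p = 9.51e-05) and that of *GSH1*, of glutathione synthesis, by 1.00 ± 0.16 (SD, n = 3, adjusted p = 2.19e-04). In NcNcDn, *RPA12*, a subunit of RNA polymerase I, fell in ratio by 1.33 (adjusted p = 0.00204), *RPL22B*, a ribosomal protein gene, by 1.23 (adjusted p = 0.00175) and *FUS2* by 0.92 (adjusted p = 0.0106). NcNcUp held 9 of the 16 antioxidant genes and 10 of the 25 iron genes, and NcNcDn 10 of the 34 ribosome biogenesis genes and 7 of the 21 pheromone-induced genes. With limits equal in size on the log2 scale for rises and falls, NcNcUp held 232 genes and NcNcDn 241; with this for the filter alone, chosen after the results were seen, they held 263 and 249, and for the clusters alone 232 and 54. Leaving out replicate 2 brought NcNcDn to 164 genes, against 70 without replicate 1, 42 without replicate 3 and 33 with normexp correction. The calls of *RPA12*, *RPL22B* and *FUS2* ended without replicate 2 (adjusted p from 0.0563 to 0.142) and with only the arrays compared in the fit (adjusted p from 0.0671 to 0.103).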

The largest clusters included NcNcUp (241 genes) and NcNcDn (50 genes), which contain genes that did not exhibit a divergence in differential expression until after the oxidative stress was removed. Additionally, in many other clusters—including UpNcDn (cytogamy: *FIG1*, *FIG2*, *STE2*), NcUpDn (cellular fusion: *PRM2*), and NcDnUp (stress response: *HSP26*, *AAD4*, *HSP42*, *HSP72*, *SSA4*, *MTL1*, *DDR2*; protein folding: *HSP26*, *SSA4*, *BTN2*, *APJ1*, *CUR1*; oxidation–reduction processes: *HBN1*, *YCR102C*, *AAD4*, *TSA2*, *AAD16*, *YKL070W*, *YKL071W*, *ECM4*, *ALD3*, *OYE3*)—genes related to the biological functions listed above generally showed the greatest change to differential expression after oxidative stress was removed (Figure S4). This is further emphasized by the fact that raising the clustering cutoff to 30% increases the number of genes in NcNcUp and NcNcDn to 270 and 56, respectively; the increase in cutoff stringency results in more genes failing to undergo changes to differential expression until the final time point. These data suggest that many of the major changes to differential expression between wild-type and *kap108∆* cells occur either slowly or after oxidative stress has been removed.

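After removal of H2O2 the ratio of *OYE3*, an NADPH oxidoreductase gene, rose by 3.44 ± 1.18 (SD, n = 3, adjusted p = 0.00397) on the log2 scale, by limma. Other genes of this group rose too: the aryl-alcohol dehydrogenase gene *AAD4* by 3.02 (adjusted p = 0.00315), *YCR102C* by 2.11 (adjusted p = 0.0291), the glutathione transferase gene *ECM4* by 1.88 (adjusted p = 0.00569) and the aldehyde dehydrogenase gene *ALD3* by 1.27 (adjusted p = 0.0130). *TSA2*, *HBN1* and *YKL071W* did not pass, at 0.93 (adjusted p = 0.120), 0.49 (adjusted p = 0.303) and 2.37 (adjusted p = 0.197). Of the chaperone and stress genes, *BTN2* rose by 2.74 (adjusted p = 0.00577), *HSP42* by 2.60 (adjusted p = 0.00327), *DDR2* by 2.56 (adjusted p = 0.00521), *SSA4* by 1.66 (adjusted p = 0.00245) and *APJ1* by 1.48 (adjusted p = 2.73e-04). *CUR1*, *HSP78* and *HSP26* rose by 1.34 (adjusted p = 0.00411), 1.24 (adjusted p = 0.0218) and 1.19 (adjusted p = 0.0223). For *YKL070W* and *MTL1*, with neither channel well above background at 60 min, no change is given. All of these genes were in NcDnUp here, and 40 of the 51 genes of that cluster passed the test. A rise over this step on these arrays is part of what puts a gene in the cluster, so that share is no separate support. Among the mating genes, *FIG2* fell in ratio by 1.33 (adjusted p = 0.00311); the wild-type signal of *STE2* and *PRM2* was well above background on no array at 60 min, so no change is given for them. With normexp correction *DDR2* did not pass (0.68, adjusted p = 0.117). *HSP78* stands for the gene the text calls HSP72, after Table 1, and *AAD16* had no match on the array by name. The calls of *ALD3*, *HSP78*, *HSP26* and *FIG2* ended without replicate 1 (adjusted p from 0.0634 to 0.110), those of all the called genes named here but *ALD3*, *HSP42*, *SSA4*, *APJ1* and *FIG2* without replicate 2 (adjusted p from 0.0563 to 0.131), those of all the called genes named here but *OYE3*, *AAD4*, *ECM4* and *APJ1* without replicate 3 (adjusted p from 0.0523 to 0.187) and those of all the called genes named here but *APJ1* with only the arrays compared in the fit (adjusted p from 0.0563 to 0.170). The values of *YCR102C* and *ALD3* were 1.35 and 0.81 with normexp correction.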

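With limits of 30% in place of 20%, NcNcUp held 291 genes and NcNcDn 71, while NcDnUp held 41. *GPX2*, *TRX2* and *TSA1*, at ratios relative to preoxidation of 2.60, 1.99 and 2.05 after removal, met both limits. Among the iron genes, *ISU2* and *MRS4* reached 2.16 and 2.26. The filter itself was unchanged, so the 636 genes were the same and only their division into clusters differed.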

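Between 60 min in H2O2 and 60 min after its removal the ratio of *kap108∆* to wild type changed for 658 genes at an adjusted p under 0.05 from limma, up for 364 and down for 294. The largest rise was that of *HSP30* (4.46 ± 1.63 (SD, n = 3, adjusted p = 0.00245)), followed by *OYE3* and *SRX1* (3.36 ± 0.035 (SD, n = 3, adjusted p = 0.00131)). Of the 16 antioxidant and detoxification genes, 14 rose and 0 fell (14 when adjusted over the list alone). Their mean change was 1.31 (camera, adjusted p = 7.28e-16, and 0.0173 with an estimated correlation), and they moved upward on balance (fry, adjusted p = 4.66e-06). *GPX2* rose by 1.59 (adjusted p = 0.00366), *TRX2* by 1.05 (adjusted p = 0.00411) and *TSA1* by 1.00 ± 0.094 (SD, n = 3, adjusted p = 4.29e-04). Among chaperone genes 9 of 19 rose and 0 fell, 9 also when adjusted over the list alone (mean 0.65; camera, adjusted p = 2.61e-07; adjusted p = 0.264 with an estimated correlation). Of the 21 pheromone-induced genes, 8 fell and 0 rose (14 fell when adjusted over the list alone), with a mean of -0.83 (camera, adjusted p = 5.53e-08; adjusted p = 0.202 with an estimated correlation) and of -0.54 with normexp correction. The count of 658 was 735 with replicate as a block, 25 with only these arrays in the fit, 263 without replicate 1, 17 without replicate 2 and 196 without replicate 3. The calls of *HSP30*, *OYE3*, *SRX1*, *GPX2* and *TRX2* ended without replicate 2 (adjusted p from 0.0531 to 0.0997), that of *TRX2* without replicate 3 (adjusted p = 0.0687) and those of *HSP30*, *OYE3*, *GPX2* and *TRX2* with only the arrays compared in the fit (adjusted p from 0.0502 to 0.0771). A change in ratio alone does not say whether the strains moved apart or together. Before H2O2 the log2 ratio of *TSA1* was -0.99 and that of *FIG2* 1.32. After removal their ratios were 2.05 and 0.43 times those before H2O2, so both moved toward equal signal. That of *OYE3*, at -0.91 before H2O2 (limma, adjusted p = 0.117), was 6.61 times as high and moved past it. How many genes went each way was not counted. From the late changes in ratio in NcNcUp, NcNcDn and other clusters, the paper proposes that many major changes arise slowly or after the stress is gone. As the greatest change in ratio comes after removal, the paper also proposes that Kap108 may matter more for recovery than for the immediate response.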

**Table 1:** List of biological functions that undergo changes in differential gene expression between *kap108∆* and wild-type yeast cells under changing conditions of oxidative stress

Function	Clusters	GO Term – Genes With Function in Cluster (Total Genes in Cluster)	Genes	*P*-Value
Sporulation/ascospore formation	UpUpDn	Ascospore wall assembly – 2 (15)	MPC54, MUM3	*P* < 1E–4
	UpNcNc	Ascospore formation – 2 (8)	SPO16, SPS4	*P* < 1E–4
	NcDnDn	Ascospore formation – 2 (3)	SPO74, YOR338W	*P* < 1E–6
		Sporulation resulting in the formation of a cellular spore – 2 (3)	SPO74, IME4	*P* < 1E–5
Meiosis and cytogamy	UpNcNc	Meiosis – 3 (8)	ZIP2, SPO16, SPS4	*P* < 1E–5
	UpNcDn	Cytogamy – 3 (17)	FIG1, FIG2, STE2	*P* < 1E–8
	UpDnDn	Conjugation with cellular fusion – 1 (5)	ASG7	*P* < 1E–4
		Response to pheromone – 1 (5)	BAR1	*P* < 1E–4
	NcNcDn	Karyogamy involved in conjugation with cellular fusion – 3 (50)	KAR4, FUS2, PRM3	*P* < 1E–5
		Plasma membrane fusion involved in cytogamy – 1 (50)	PRM1	*P* = 0
Response to stress	UpDnUp	Response to stress – 3 (19)	MRK1, HSP12, XBP1	*P* < 0.001
		Cellular response to oxidative stress – 2 (19)	HSP12, GPX1	*P* < 0.001
	NcUpNc	Response to stress – 3 (12)	RTA1, WSC4, DAN1	*P* < 1E–4
	NcNcUp	Response to stress – 15 (241)	PAU3, TPS2, TIR1, DAK2, FMP43, PAU15, DAN4, PAU17, RIM11, DDR48, TPS3, PAU19, ZEO1, PAU21, PAU22	*P* < 1E–4
	NcDnUp	Response to stress – 7 (44)	HSP26, AAD4, HSP42, HSP78, SSA4, MTL1, DDR2	*P* < 1E–5
Cellular transport oxidation-reduction process	DnUpNc	Response to stress – 2 (6)	HSP33, HSP32	*P* < 0.001
	DnDnUp	Cellular response to oxidative stress – 2 (10)	FRM2, SRX1	*P* < 0.001
	UpNcUp	Transmembrane transport – 4 (21)	YDL199C, HXT5, HXT14, DIP5	*P* < 0.001
	NcNcUp	Transmembrane transport – 17 (241)	MAL31, GEX1, YCF1, PIC2, HXT10, YFL054C, YGL114W, TPO2, ARN2, YHK8, MRS4, ATR1, MMT1, FET4, POR1, TPO4, MMT2	*P* < 0.001
		Ion transport (many – Fe-related) – 14 (241)	GEX1, FIT1, ARN1, ARN2, YHK8, FRE1, MMT1, FET4, POR1, ATO2, FRE4, FRE3, MFM1, MMT2	*P* < 1E–5
	NcDnUp	Oxidation-reduction process – 10 (44)	HBN1, YCR102C, AAD4, TSA2, AAD16, YKL070W,YKL071W, ECM4, ALD3, OYE3	*P* < 1E–6
	DnNcUp	Oxidation-reduction process – 3 (8)	SOR1, SOR2, FRE2	*P* < 0.001
	DnDnUp	Oxidation-reduction process – 4 (10)	FRM2, AAD6, SRX1, AAD15	*P* < 1E–4
	NcNcUp	Oxidation-reduction process – 23 (241)	ZTA1, ADH5, GPX2, AAD3, SFA1, TRR1, SER3, OLE1, AIM17, SOD1, YJR149W, AHP1, HMX1, FRE1, TSA1, CYB2, YML131W, ARA2, YNL134C, FRE4, GRE2, IDH2, FRE3	*P* < 1E–4
Protein synthesis, modification, and degradation	NcNcDn	Ribosome biogenesis – 9 (50)	UTP20, RSA4, AMP3, UTP10, RIX7, UTP13, NOG2, RCLI, RRS1	*P* < 1E–6
		rRNA processing – 6 (50)	UTP20, SSB1, NSR1, IMP3, UTP10, UTP13	*P* < 0.001
	NcDnUp	Protein folding – 5 (44)	HSP26, SSA4, BTN2, APJ1, CUR1	*P* < 1E–4
	DnUpNc	Proteolysis – 3 (6)	SNO4, HSP33, HSP32	*P* < 1E–5

For each cluster in which each function is found, YEASTRACT GO terms, gene counts (both for the function and the total within the cluster), and gene names are given. *P*-values reflect the significance of the difference in frequency of genes within the GO functional group compared to the frequency of genes with that GO term found in the genome. GO, gene ontology.

## Discussion

In this study, we explored changes in gene expression in cells lacking the karyopherin Kap108, both in the absence and the presence of oxidative stress. Using microarray analysis, we observe that the absence of Kap108 results in changes in expression of over 70 genes under normal growth conditions, and that adding or removing oxidative stresses results in variations in expression of more than 500 genes between wild-type and *kap108*Δ cells. Using clustering and GO analysis, we have identified a number of cellular functions likely to be affected by the absence of *kap108*.

Genes related to responses to oxidative stress were underexpressed in the *kap108∆* mutants under normal conditions. These results suggest that Kap108 facilitates proper cellular response to oxidative stress in yeast cells, perhaps by transporting as yet unidentified transcription factors that act as transcriptional activators for a gene, or genes, necessary for producing an appropriate response. 

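The mRNA of 3 known activators of these genes did not pass the test for a difference between the strains under normal conditions. By limma the log2 ratio of *YAP1*, the activator of antioxidant genes, was -0.097 ± 0.087 (SD, n = 3, adjusted p = 0.288). For *MSN2* and *MSN4*, activators of the general stress response, it was -0.16 ± 0.089 (SD, n = 3, adjusted p = 0.186) and -0.053 ± 0.16 (SD, n = 3, adjusted p = 0.838). From 60 min in H2O2 to 60 min after its removal, the log2 ratio of *YAP1* rose by 0.44 ± 0.20 (SD, n = 3, limma, adjusted p = 0.0103). This rise is under 1.5-fold in size. The ratios of *MSN2* and *MSN4* changed by 0.26 and -0.40 at that step and did not pass (limma, adjusted p = 0.161 and 0.234). The arrays measure mRNA and not where a protein is in the cell. From the lower expression of oxidative stress genes in *kap108∆* cells, the paper proposes that Kap108 helps cells respond to oxidative stress. Transport of activators not yet identified is given there as a possible way.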

Analysis of gene expression in *kap108∆* and wild-type strains after the addition of oxidative stress reveals that 511 genes related to six biological functions—stress response, oxidation–reduction process, iron ion homeostasis, sporulation, transmembrane transport, and cytogamy—have their differential expression changed by at least 40% between one or more of the three time points considered. This suggests that the addition of oxidative stress affects the performance of these functions in *kap108∆* cells differently than it does in wild-type cells. Interestingly, grouping these genes into clusters based on how differential expression changes between each time point reveals that a majority of the genes do not demonstrate differential expression changes between wild-type and *kap108*Δ cells upon introduction of oxidative stress, but instead diverge in gene expression patterns when the stressor is removed, with most appearing in clusters NcNcUp and NcNcDn. Additionally, genes related to these six functions found in other clusters also demonstrate the greatest change to differential expression in the final time point. The fact that the greatest change to the ratio of mutant to wild-type expression occurs after the oxidative stress has been removed suggests that *kap108∆* cells are not able to readjust the performance of these functions appropriately, indicating that the transport function of Kap108 may be more important for recovery from oxidative stress than immediate response to stress.

An explanation for such a failure for a gene to readjust its expression after the removal of a stressor is that Kap108 not only transports factors responsible for activating or repressing genes involved in oxidative stress response, but also transports proteins that facilitate a return to “nonstress” patterns of gene expression. If wild-type cells returned to normal patterns of gene expression while *kap108∆* mutant cells did not, this would show up in the data as large changes to differential expression following the removal of oxidative stress, which is what is occurring for those genes expressing the frequently observed NcNcUp or NcNcDn patterns. 

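The signals of each strain were read in its own channel. Of the 257 NcNcUp genes, 141 rose and 39 fell in wild-type cells from 60 min in H2O2 to 60 min after its removal, at an adjusted p under 0.05 from limma, with a median change of 1.05. In *kap108∆* cells 185 of them rose and 27 fell (median 1.75). *GPX2* changed by 0.056 (adjusted p = 0.928) in wild-type cells and by 1.65 (adjusted p = 8.12e-04) in *kap108∆* cells, and *TRX2* by 0.069 (adjusted p = 0.809) and 1.12 (adjusted p = 0.00113). *TSA1*, *SOD1* and *AHP1* fell in wild-type cells by 0.84 (adjusted p = 0.00585), 1.21 (adjusted p = 0.00518) and 1.18 (adjusted p = 0.00527), and in *kap108∆* cells their changes of 0.16, 0.32 and 0.17 did not pass. Without the shift to the 75th percentile the wild-type changes of *TSA1* and *SOD1* did not pass (-0.27, adjusted p = 0.333, and -0.64, adjusted p = 0.0503), nor did that of *TSA1* with normexp correction (-0.12, adjusted p = 0.454). Of the 58 NcNcDn genes, 27 fell and 13 rose in wild-type cells (median -0.96), and 37 fell and 8 rose in *kap108∆* cells (median -1.93). Genes enter both clusters by their change in ratio over this same step on these arrays. That the *kap108∆* median lies above the wild-type one for NcNcUp, and below it for NcNcDn, follows from this choice. Of all 6256 genes, 1966 rose and 1355 fell in wild-type cells at this step, and 2272 rose and 1735 fell in *kap108∆* cells. Relative to preoxidation, 2685 genes differed after removal in wild-type cells, 1335 higher and 1350 lower, and 3393 in *kap108∆* cells, 1742 higher and 1651 lower. With replicate as a block these counts were 3970 and 4621, with no shift that in wild-type cells was 1630, and without replicate 2 they were 673 and 2104. The wild-type calls of *TSA1*, *SOD1* and *AHP1* ended without replicate 2 (adjusted p from 0.0554 to 0.0895) and without replicate 3 (adjusted p from 0.0665 to 0.0891). The values of *SOD1* and *AHP1* were -0.55 and -0.52 in wild-type cells with normexp correction. The value of *AHP1* was -0.61 in wild-type cells with no shift. The value of *TRX2* was 1.72 in *kap108∆* cells with normexp correction. The value of *TRX2* was 1.68 in *kap108∆* cells with no shift. The paper reasons that a return to normal patterns in wild-type cells but not in *kap108∆* cells would give such late changes in ratio.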

Interestingly, yeast exposed to hydrogen peroxide induced oxidative stress often undergo programmed cell death (Madeo *et al.* 1999), a process that requires complex communication among the cytoplasmic, nuclear, and mitochondrial compartments in the cell (see Shaughnessy *et al.* 2014). Recent observations have implicated the regulation of nucleocytoplasmic transport of specific proteins in the mediation of the apoptotic response to oxidative stress (Cooper *et al.* 2012). An interesting future avenue of work will be to determine if links exist between the changes in gene expression observed in our screen, and those observed in apoptotic cells.

Previous screens of gene expression in yeast exposed to oxidative stress have revealed the expression of genes related to a number of different biological functions to be impacted, including the repression of ribosome synthesis and the activation of oxidative stress response, cellular redox reactions, protein folding and degradation, iron homeostasis, and transmembrane and ion transport (Gasch *et al.* 2000; O’Doherty *et al.* 2013). These are all functions performed by proteins encoded by genes that appeared in this study, and thus further support the idea that they are functions that do not properly recover in *kap108∆* cells. If ribosome synthesis is repressed, for example, wild-type expression of genes related to this function should increase once oxidative stress is removed, and thus decrease the ratio of mutant to wild-type expression at this time point. This is exactly what we observe: ribosomal synthesis genes appear in the NcNcDn cluster. Similarly, if the other functions undergo increased expression in wild-type yeast cells in response to oxidative stress, then removing the stress should cause that expression to go back down and, consequently, for the ratio of mutant to wild-type expression to go up. This is again what we observe: NcNcUp has far more genes than any other, and the third largest group is NcDnUp, and these clusters contain genes related to stress response, ion transport, transmembrane transport, oxidation–reduction processes, and protein folding.

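Ribosome biogenesis genes fell in both strains after removal of H2O2. In wild-type cells 34 of 34 fell and 0 rose at an adjusted p under 0.05 from limma (34 when adjusted over the list alone), with a mean log2 change of -1.88 (camera, adjusted p = 1.52e-11; adjusted p = 0.424 with an estimated correlation). In *kap108∆* cells all 34 fell as well, also when adjusted over the list alone, with a mean of -2.42 (camera, adjusted p = 7.05e-15; adjusted p = 0.314 with an estimated correlation). *NSR1*, a nucleolar protein of rRNA processing, fell by 1.12 in wild-type cells (adjusted p = 0.0386) and fell by 2.31 in *kap108∆* cells (adjusted p = 1.22e-04), and its ratio fell by 1.20 (adjusted p = 0.00255); with no shift the wild-type change of *NSR1* did not pass (-0.55, adjusted p = 0.267), nor did it with normexp correction (-0.41, adjusted p = 0.413). The ratio of *RSA4*, of large subunit assembly, fell by 1.00 (adjusted p = 0.00142) and that of *RCL1*, of 18S rRNA processing, by 0.91 (adjusted p = 0.00204). For the ratio of *kap108∆* to wild type 9 of the 34 fell and 0 rose (14 fell when adjusted over the list alone), with a mean of -0.53 (camera, adjusted p = 5.55e-09; adjusted p = 0.645 with an estimated correlation). That mean was -0.27 without replicate 3 (camera, adjusted p = 0.00132). Of the 19 listed ribosomal protein genes 17 fell in wild-type cells (mean -1.27; adjusted p = 0.424 by camera with an estimated correlation) and 19 in *kap108∆* cells (mean -1.59; adjusted p = 0.314); these means were -0.53 and -0.98 with normexp correction and -0.70 and -1.03 with no shift. In ratio 0 of the 19 fell and 0 rose (limma; camera, adjusted p = 0.0541), but that of *RPL22B*, outside the list, fell. The calls of *NSR1*, *RSA4*, *RCL1* and *RPL22B* ended without replicate 2 (adjusted p from 0.0563 to 0.0640) and with only the arrays compared in the fit (adjusted p from 0.0654 to 0.0694). The wild-type call of *NSR1* ended without replicate 1 (adjusted p = 0.0820), without replicate 2 (adjusted p = 0.347) and with only the arrays compared in the fit (adjusted p = 0.0812).

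**Figure D2:**
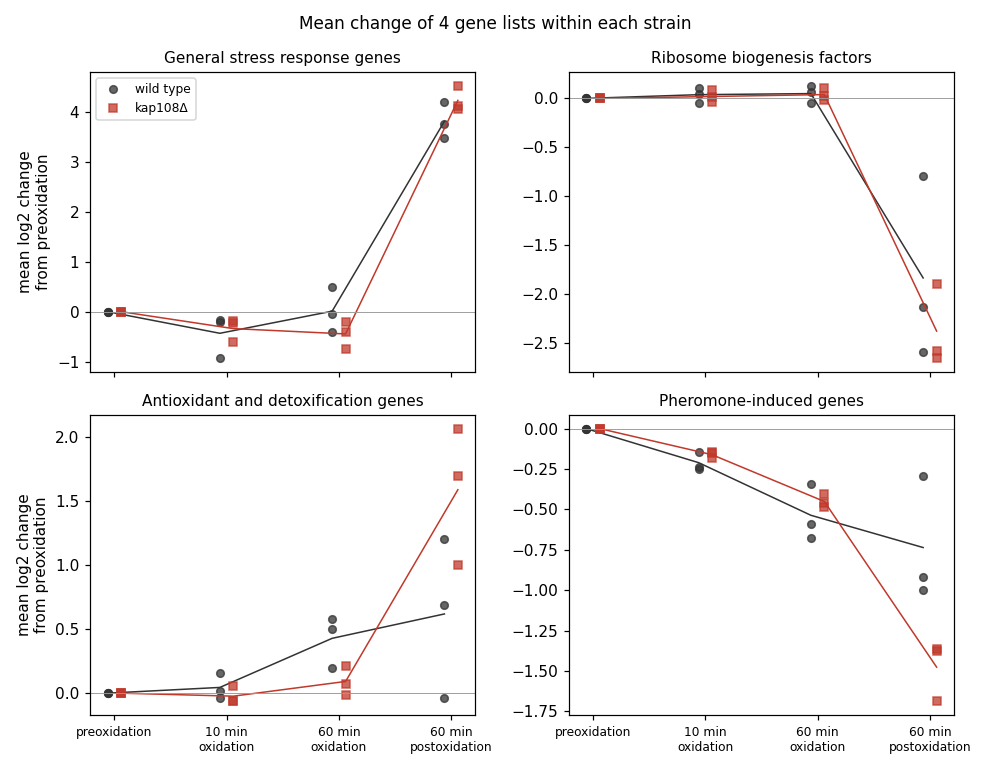
Mean log2 change from preoxidation of 4 gene lists in wild-type and *kap108∆* cells at 10 min and 60 min in H2O2 and 60 min after its removal; points are replicates, lines join the means of 3. Stress genes rise and ribosome biogenesis genes fall after removal in both strains, in 3 of 3 replicates each.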

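General stress response genes rose in both strains after removal of H2O2. In wild-type cells 22 of 23 rose and 0 fell at an adjusted p under 0.05 from limma (22 when adjusted over the list alone), with a mean log2 change of 3.81 (camera, adjusted p = 4.10e-09; adjusted p = 0.424 with an estimated correlation). In *kap108∆* cells 23 of 23 rose, also when adjusted over the list alone, with a mean of 4.68 (camera, adjusted p = 1.05e-09; adjusted p = 0.290 with an estimated correlation). *PGM2*, phosphoglucomutase, rose by 5.01 ± 0.89 (SD, n = 3, adjusted p = 2.50e-06) in wild-type cells and 5.24 ± 0.60 (SD, n = 3, adjusted p = 1.53e-07) in *kap108∆* cells, and its ratio did not pass. *SSA4*, an Hsp70 chaperone, rose by 4.13 ± 0.84 (SD, n = 3, adjusted p = 8.50e-06) and 5.79 ± 0.14 (SD, n = 3, adjusted p = 1.43e-08), and *HSP26* by 3.71 (adjusted p = 5.22e-05) and 4.90 (adjusted p = 3.23e-07). In ratio 6 of the 23 rose and 0 fell (9 rose when adjusted over the list alone), with a mean of 0.88 (camera, adjusted p = 9.94e-07; adjusted p = 0.60 with an estimated correlation). That mean was 0.45 without replicate 3 (camera, adjusted p = 0.0268) and 0.58 with normexp correction. Antioxidant genes went both ways in wild-type cells, with 5 of 16 up and 4 down, and mostly up in *kap108∆* cells, with 10 up and 1 down. *OYE3* rose by 1.60 (adjusted p = 0.0468) and by 5.04 (adjusted p = 7.67e-07), the wild-type rise not passing with centring on the median (adjusted p = 0.106) or with normexp correction (adjusted p = 0.0538). Chaperone genes rose at 10 of 19 in wild-type cells and 14 of 19 in *kap108∆* cells, and 0 fell. For the iron list 4 rose and 7 fell in wild-type cells and 8 rose and 9 fell in *kap108∆* cells. The wild-type call of *OYE3* ended without replicate 1 (adjusted p = 0.281), without replicate 2 (adjusted p = 0.372) and with only the arrays compared in the fit (adjusted p = 0.0691). The value of *OYE3* was 2.70 in wild-type cells without replicate 3.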

We report here that genes related to mating, cytogamy, and some metabolic processes (see Figure 1B) are upregulated in *kap108∆* mutants as compared to wild-type cells, even under conditions lacking oxidative or other stresses. A constitutive increase in expression in cells lacking a nuclear import factor was not entirely expected. The simplest explanation for this increase is that Kap108 facilitates the transport of at least one transcription factor that inhibits expression of mating genes identified in this study. Without Kap108, expression of these mating genes would no longer be inhibited, and would increase as a result. A second, more indirect explanation is that Kap108 imports protein(s) into the nucleus that inhibit activators of mating genes. Ste12, for example, is a transcription factor that has been shown to enhance the expression of mating genes (Fields and Herskowitz 1985; Dolan *et al.* 1989), but we have observed that the nuclear localization of Ste12 does not change between wild-type and *kap108∆* cells (data not shown). While this suggests that Ste12 is not the cargo of Kap108, this does not mean that the absence of Kap108 does not alter Ste12 activity; Kap108 may transport another factor that inhibits transcription activation by Ste12, such as Kss1, a protein that has been shown to bind Ste12 directly and repress its function (Bardwell *et al.* 1998), and has also been shown to be concentrated in the nucleus (Ma *et al.* 1995). 

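*STE12*, whose product activates mating genes, had a log2 ratio of 0.31 ± 0.18 (SD, n = 3, adjusted p = 0.0349) before H2O2 was added, by limma. *KSS1*, the kinase that can repress Ste12, had a ratio of -0.085 ± 0.16 (SD, n = 3) that did not pass (adjusted p = 0.626). *KAR4*, a partner of Ste12 whose own gene responds to pheromone, was higher by 0.59 ± 0.22 (SD, n = 3, adjusted p = 0.0107). The call for *STE12* is a difference in mRNA under 1.5-fold in size. After removal of H2O2 the ratio of *STE12* changed by -0.30 (adjusted p = 0.145) and that of *KSS1* by 0.036 (adjusted p = 0.903). The calls of *STE12* and *KAR4* ended without replicate 1 (adjusted p = 0.263 and 0.0756), without replicate 2 (adjusted p = 0.115 and 0.0920) and without replicate 3 (adjusted p = 0.129 and 0.0504); that of *STE12* with only the arrays compared in the fit (adjusted p = 0.0540).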

Future experiments will explore the translocation of various nuclear proteins, including Kss1, which may function to modulate the expression of diverse sets of genes through functional interactions with Kap108.

## 

## Supplementary Material

Supporting Information

# Supplementary material for: Microarray Analysis of Gene Expression in Saccharomyces cerevisiae kap108Δ Mutants upon Addition of Oxidative Stress
**Source:** G3 (Bethesda). 2016 Feb 17;6(4):1131–9. doi: 10.1534/g3.116.027011
**Supplement:** Supporting Information

Microarray Analysis of Gene Expression in Saccharomyces cerevisiae kap108Δ Mutants upon Addition of Oxidative Stress — Supporting Information 

# Microarray Analysis of Gene Expression in *Saccharomyces cerevisiae kap108*Δ Mutants upon Addition of Oxidative Stress

## Supporting Information for Belanger *et al.*, 2016

**Files in this Data Supplement:**

- Figure S1 - YEASTRACT Gene Ontology analysis of underexpressed genes in mutant cells under normal growth conditions. (.pdf, 2063 KB)
- Figure S2 - YEASTRACT Gene Ontology analysis of overexpressed genes in mutant cells under normal growth conditions. (.pdf, 2339 KB)
- Figure S5 - All custom code used in this study. All code was implemented in R. (.pdf, 20 KB)
- Figure S3 - YEASTRACT Gene Ontology analysis of genes filtered based on having at least a 40% change to differential gene expression in at least one of three post-oxidation time points as compared to normal growth conditions. (.zip, 217 MB)
- Figure S4 - : Excel file containing all 27 clusters and the genes that comprise them, as well as graphical depictions of how differential expression for each gene changes between the four time points considered, summaries of YEASTRACT GO analyses, and links to YEASTRACT GO analyses for each individual cluster. (.xlsx, 211 KB)
- Table S1 - List of genes with 1.5 fold or greater difference in expression between *kap108 Δ* (M) and wild-type (WT) cells (p<0.05 by unpaired t-test with Bonferonni correction). (.docx, 83 KB)

# Supplementary material for: Microarray Analysis of Gene Expression in Saccharomyces cerevisiae kap108Δ Mutants upon Addition of Oxidative Stress
**Source:** G3 (Bethesda). 2016 Feb 17;6(4):1131–9. doi: 10.1534/g3.116.027011
**Supplement:** Supporting Information

GO ID	GO term	Level	% in user set	% in Ye abstract	p-value	Genes/ORF
GO:0061424	positive regulation of peroxisome organization by positive regulation of transcription from RNA polymerase II promoter	9	2.86%	100.00%	0.000000000000000000	ADR1
GO:0061425	positive regulation of ethanol catabolic process by positive regulation of transcription from RNA polymerase II promoter	8	2.86%	100.00%	0.000000000000000000	ADR1
GO:0097235	positive regulation of fatty acid beta-oxidation by positive regulation of transcription	9	2.86%	100.00%	0.000000000000000000	ADR1

	transcription from RNA polymerase II promoter					
GO:0005999	xylulose biosynthetic process	8	2.86%	100.00%	0.000000000000000	XYL2
GO:0019569	L-arabinose catabolic process to xylulose 5-phosphate	7	2.86%	100.00%	0.000000000000000	XYL2
GO:0033194	response to hydroperoxide	5	2.86%	100.00%	0.000000000000000	TSA1
GO:0042262	DNA protection	5	2.86%	100.00%	0.000000000000000	TSA1
GO:0035952	negative regulation of oligopeptide transport by negative regulation of transcription from RNA polymerase II promoter	7	2.86%	100.00%	0.000000000000000	CUP9
GO:0015750	glucose transport	7	5.71%	25.00%	0.0000006043706000	HXT1 HXT5

GO:0008643	carbohydrate transport	4	8.57%	9.09%	0.00001<br>8298051<br>212	HXT10 HXT1 HXT5
GO:0015876	acetyl-CoA transport	6	2.86%	50.00%	0.00002<br>3609752<br>613	YBR219C
GO:0045980	negative regulation of nucleotide metabolic process	8	2.86%	50.00%	0.00002<br>3609752<br>613	INH1
GO:0061429	positive regulation of transcription from RNA polymerase II promoter by oleic acid	9	2.86%	50.00%	0.00002<br>3609752<br>613	ADR1
GO:0080058	protein deglutathionylation	7	2.86%	50.00%	0.00002<br>3609752<br>613	TRX2
GO:0015671	oxygen transport	5	2.86%	50.00%	0.00002<br>3609752<br>613	YHB1
GO:0015761	mannose transport	7	2.86%	50.00%	0.00002<br>3609752<br>613	HXT1
GO:0009081	branched-chain amino acid metabolic process	5	2.86%	50.00%	0.00002<br>3609752<br>613	BAT2
GO:0005000	D-xvlose				0.00000	

GO:0042732	metabolic process	8	2.86%	50.00%	0.00002<br>3609752<br>613	XYL2
GO:0031503	protein complex localization	5	2.86%	50.00%	0.00002<br>3609752<br>613	ATG34
GO:0015805	S-adenosyl-L-methionine transport	5	2.86%	50.00%	0.00002<br>3609752<br>613	SAM3
GO:0097201	negative regulation of transcription from RNA polymerase II promoter in response to stress	7	2.86%	50.00%	0.00002<br>3609752<br>613	ROX1
GO:0008645	hexose transport	6	5.71%	12.50%	0.00005<br>8822796<br>543	HXT10 HXT5
GO:0032780	negative regulation of ATPase activity	7	2.86%	33.33%	0.00007<br>0609725<br>060	INH1
GO:0061410	positive regulation of transcription from RNA polymerase II promoter in response to	8	2.86%	33.33%	0.00007<br>0609725<br>060	ADR1

	to ethanol					
GO:0006089	lactate metabolic process	5	2.86%	33.33%	0.000070609725060	CYB2
GO:0035955	negative regulation of dipeptide transport by negative regulation of transcription from RNA polymerase II promoter	8	2.86%	33.33%	0.000070609725060	CUP9
GO:0006075	(1->3)-beta-D-glucan biosynthetic process	9	2.86%	25.00%	0.000140781869353	GSC2
GO:0015847	putrescine transport	5	2.86%	25.00%	0.000140781869353	SAM3
GO:0015848	spermidine transport	5	2.86%	25.00%	0.000140781869353	SAM3
GO:0031936	negative regulation of chromatin silencing	7	2.86%	20.00%	0.000233909613649	ADR1
GO:0006662	glycerol ether metabolic process	5	2.86%	20.00%	0.000233909613649	TRX2

GO:0009636	response to toxic substance	4	2.86%	20.00%	0.000233909613649	YHB1
GO:0034599	cellular response to oxidative stress	5	8.57%	4.35%	0.000340864023043	GPX2 TRX2 TSA1
GO:0009263	deoxyribonucleotide biosynthetic process	6	2.86%	16.67%	0.000349777853645	TRX2
GO:0009099	valine biosynthetic process	7	2.86%	16.67%	0.000349777853645	BAT2
GO:0045454	cell redox homeostasis	5	5.71%	6.67%	0.000406756383883	TRX2 TSA1
GO:0071400	cellular response to oleic acid	7	2.86%	14.29%	0.000488172944021	ADR1
GO:0009098	leucine biosynthetic process	7	2.86%	14.29%	0.000488172944021	BAT2
GO:0055085	transmembrane transport	4	14.29%	2.27%	0.000631844658496	HXT10 VPS73 HXT1 HXT5 SAM3
GO:0007130	synaptonemal complex assembly	5	2.86%	12.50%	0.000648882689930	ZIP2
GO:0000103	sulfate assimilation	5	2.86%	12.50%	0.000648882689930	TRX2
	regulation of					

GO:0043618	transcription from RNA polymerase II promoter in response to stress	6	2.86%	12.50%	0.00064<br>8882689<br>930	ROX1
GO:0009083	branched-chain amino acid catabolic process	6	2.86%	11.11%	0.00083<br>1696338<br>528	BAT2
GO:0019509	L-methionine salvage from methylthioadenosine	7	2.86%	11.11%	0.00083<br>1696338<br>528	BAT2
GO:0006979	response to oxidative stress	4	2.86%	10.00%	0.00103<br>6404570<br>552	GPX2
GO:0007129	synapsis	5	2.86%	10.00%	0.00103<br>6404570<br>552	ZIP2
GO:0009097	isoleucine biosynthetic process	7	2.86%	10.00%	0.00103<br>6404570<br>552	BAT2
GO:0007131	reciprocal meiotic recombination	4	5.71%	4.08%	0.00173<br>1250576<br>716	ECM11 ZIP2
GO:0006325	chromatin organization	6	2.86%	7.69%	0.00177<br>9824902<br>647	ADR1

GO:0015918	sterol transport	5	2.86%	7.69%	0.00177<br>9824902<br>647	PRY1
GO:0009082	branched-chain amino acid biosynthetic process	6	2.86%	7.69%	0.00177<br>9824902<br>647	BAT2
GO:0022900	electron transport chain	5	5.71%	4.00%	0.00183<br>5561965<br>672	TRX2 CYB2
GO:0008360	regulation of cell shape	4	2.86%	7.14%	0.00207<br>0046655<br>082	GSC2
GO:0055114	oxidation-reduction process	4	14.29%	1.71%	0.00272<br>2113383<br>082	GPX2 YHB1 XYL2 TSA1 CYB2
GO:0034401	regulation of transcription by chromatin organization	7	2.86%	5.56%	0.00343<br>7623606<br>021	ADR1
GO:0006913	nucleocytoplasmic transport	6	2.86%	5.56%	0.00343<br>7623606<br>021	SXM1
GO:0000011	vacuole inheritance	6	2.86%	5.56%	0.00343<br>7623606<br>021	TRX2
GO:0000077	DNA damage checkpoint	6	2.86%	5.26%	0.00383<br>0196150<br>925	TSA1
GO:0003333	amino acid transmembrane transport	6	2.86%	4.17%	0.00608<br>7373251<br>224	SAM3

	transport					
GO:0006950	response to stress	3	8.57%	1.99%	0.00616<br>5219896<br>777	YHB1 DDR48 ZEO1
GO:0007031	peroxisome organization	5	2.86%	3.85%	0.00712<br>4023486<br>029	ADR1
GO:0006890	retrograde vesicle-mediated transport, Golgi to ER	5	2.86%	3.57%	0.00823<br>4865191<br>594	TRX2
GO:0006461	protein complex assembly	5	2.86%	3.57%	0.00823<br>4865191<br>594	ATG34
GO:0042144	vacuole fusion, non-autophagic	6	2.86%	3.33%	0.00941<br>8424238<br>044	TRX2
GO:0006406	mRNA export from nucleus	6	2.86%	2.94%	0.011997<br>8995325<br>04	SXM1
GO:0006810	transport	3	22.86%	1.01%	0.01262<br>8300530<br>402	SXM1 HXT10 VPS73 HXT1<br>HXT5 ATG34 CRC1 SAM3
GO:0007005	mitochondrion organization	5	2.86%	2.86%	0.01268<br>5969560<br>789	NCA3
GO:0006631	fatty acid metabolic process	5	2.86%	2.78%	0.01339<br>0968500<br>723	CRC1
GO:0001302	replicative cell aging	5	2.86%	2.56%	0.01560<br>5808475<br>155	TSA1
GO:	amino				0.01716	

0006865	acid transport	5	2.86%	2.44%	3861909710	SAM3
GO:0030476	ascospore wall assembly	4	2.86%	2.33%	0.018785537180183	GSC2
GO:0006623	protein targeting to vacuole	5	2.86%	2.08%	0.023109408502379	VPS73
GO:0006914	autophagy	5	2.86%	1.96%	0.025882195655667	ATG34
GO:0051028	mRNA transport	5	2.86%	1.59%	0.038218614763577	SXM1
GO:0015031	protein transport	4	11.43%	1.03%	0.040660817610133	SXM1 VPS73 TRX2 ATG34
GO:0007059	chromosome segregation	4	2.86%	1.45%	0.045077931262748	ZIP2
GO:0008150	biological processes	1	25.71%	0.76%	0.053670143171499	YBR219C YCL001W-B YGL204C YGR273CANS1 YHR214W YMR317W RRT8 YOR365C
GO:0006888	ER to Golgi vesicle-mediated transport	5	2.86%	1.25%	0.058723460737773	TRX2
GO:0000122	negative regulation of transcription from RNA polymerase II promoter	9	2.86%	1.25%	0.058723460737773	ROX1
GO:	intracellular				0.06806	

GO:0006886	lar protein transport	5	2.86%	1.15%	0.00000<br>1962051667	SXM1
GO:0031505	funga-type cell wall organization	5	2.86%	1.10%	0.07360<br>6892572329	ZEO1
GO:0006457	protein folding	6	2.86%	1.06%	0.07785<br>9350072223	TSA1
GO:0008652	cellular amino acid biosynthetic process	5	2.86%	1.02%	0.08364<br>8410994306	BAT2
GO:0005975	carbohydrate metabolic process	4	2.86%	1.02%	0.08364<br>8410994306	XYL2
GO:0030435	sporulation resulting in formation of a cellular spore	4	2.86%	0.98%	0.08956<br>7056549660	GSC2
GO:0007126	meiosis	4	2.86%	0.75%	0.13910<br>2618291985	ZIP2
GO:0006281	DNA repair	6	2.86%	0.53%	0.23500<br>9273912799	DDR48
GO:0006355	regulation of transcription, DNA-dependent	7	8.57%	0.59%	0.23889<br>2121294809	ADR1 CUP9 ROX1
GO:	metaboli				0.46590	

GO:0008152	metabolic process	2	2.86%	0.32%	0.4686401468640063	BAT2
GO:0007049	cell cycle	4	2.86%	0.32%	0.467563754340974	ZIP2
GO:0006351	transcription, DNA-dependent	6	5.71%	0.38%	0.485868348200102	ADR1 ROX1

# Supplementary material for: Microarray Analysis of Gene Expression in Saccharomyces cerevisiae kap108Δ Mutants upon Addition of Oxidative Stress
**Source:** G3 (Bethesda). 2016 Feb 17;6(4):1131–9. doi: 10.1534/g3.116.027011
**Supplement:** Supporting Information

GO ID	GO term	Level	% in user set	% in Yeast	p-value	Genes/ORF
GO:0030031	cell projection assembly	5	2.56%	100.00%	0.000000000000	STE2
GO:0010273	detoxification of copper ion	5	5.13%	100.00%	0.000000000000	CUP1-1 CUP1-2
GO:0071585	detoxification of cadmium ion	5	5.13%	100.00%	0.000000000000	CUP1-1 CUP1-2
GO:0009442	allantoin assimilation pathway	7	2.56%	100.00%	0.000000000000	DAL1
GO:0035445	borate transmembrane transport	6	2.56%	100.00%	0.000000000000	YMR279C
GO:0000755	cytoga my	5	10.26%	50.00%	0.000000000212185	FIG1 FIG2 STE2 FUS2
GO:0015886	heme transport	5	5.13%	50.00%	0.000000610749342	AAC3 PUG1
GO:0046688	response to copper ion	6	5.13%	40.00%	0.000001521065305	CUP1-1 CUP1-2

GO:0019430	removal of superoxide radicals	6	5.13%	33.33%	0.0000<br>030305<br>60346	CUP1-1 CUP1-2
GO:0000753	cell morphogenesis involved in conjugation with cellular fusion	4	5.13%	25.00%	0.0000<br>084211<br>58437	FIG1 FIG2
GO:0006526	arginine biosynthetic processes	7	5.13%	18.18%	0.0000<br>245304<br>68681	ARG5,6 CPA2
GO:0009061	anaerobic respiration	7	2.56%	50.00%	0.0000<br>294030<br>70061	AAC3
GO:0044182	filamentous growth of a population of unicellular organisms	4	2.56%	50.00%	0.0000<br>294030<br>70061	FIG2
GO:0045905	positive regulation of translational termination	8	2.56%	50.00%	0.0000<br>294030<br>70061	ANB1
GO:007	synaptonemal complex	2	2.56%	50.00%	0.0000<br>294030<br>70061	

GO:00193	x organization	6	2.56%	%	29403070061	GMC2
GO:0000742	karyogamy involved in conjugation with cellular fusion	4	5.13%	13.33%	0.000066622476605	PRM2 FUS2
GO:0035948	positive regulation of gluconeogenesis by positive regulation of transcription from RNA polymerase II promoter	9	2.56%	33.33%	0.000087902669302	SIP4
GO:0045722	positive regulation of gluconeogenesis	8	2.56%	33.33%	0.000087902669302	SIP4
GO:0061414	positive regulation of transcription from RNA polymerase II promoter	9	2.56%	33.33%	0.000087902669302	SIP4

	er by a nonfermentable carbon source					
GO:2000218	negative regulation of invasive growth in response to glucose limitation	9	2.56%	33.33%	0.000087902669302	SIP4
GO:0045901	positive regulation of translational elongation	9	2.56%	33.33%	0.000087902669302	ANB1
GO:0042631	cellular response to water deprivation	5	2.56%	33.33%	0.000087902669302	SIP18
GO:0006592	ornithine biosynthetic processes	7	2.56%	25.00%	0.000175194589262	ARG5,6
GO:0008612	peptidyl-lysine modification to hypusine	7	2.56%	25.00%	0.000175194589262	ANB1
	regulati					

GO:0031385	on of termination of mating projection growth	6	2.56%	25.00%	0.000175194589262	FUS2
GO:0000746	conjugation	4	2.56%	20.00%	0.000290976938566	FIG2
GO:0051083	'de novo' cotranslational protein folding	8	2.56%	20.00%	0.000290976938566	SSB1
GO:0006452	translational frameshifting	7	2.56%	20.00%	0.000290976938566	ANB1
GO:0070898	RNA polymerase III transcriptional preinitiation complex assembly	8	2.56%	16.67%	0.000434950127676	NHP6b
GO:0051260	protein homooligomerization	7	2.56%	16.67%	0.000434950127676	STE2
GO:0046513	ceramide biosynthetic processes	7	2.56%	16.67%	0.000434950127676	LAC1
GO:005	meiotic recombination	5	2.56%	16.67%	0.000434950127676	

1598	innation checkpoint	5	2.56%	%	349501<br>27676	MEK1
GO:0015802	basic amino acid transport	6	2.56%	14.29%	0.0006<br>068168<br>53734	VBA3
GO:0042149	cellular response to glucose starvation	6	2.56%	14.29%	0.0006<br>068168<br>53734	SSB1
GO:0007186	G-protein coupled receptor signaling pathway	6	2.56%	14.29%	0.0006<br>068168<br>53734	STE2
GO:0040020	regulation of meiosis	6	2.56%	14.29%	0.0006<br>068168<br>53734	RCK1
GO:0000256	allantoin catabolic process	6	2.56%	14.29%	0.0006<br>068168<br>53734	DAL1
GO:0035023	regulation of Rho protein signal transduction	8	2.56%	14.29%	0.0006<br>068168<br>53734	FUS2
GO:0007155	cell adhesion	3	2.56%	12.50%	0.0008<br>062820<br>85500	FIG2

GO:0006144	purine nucleobase metabolic processes	6	2.56%	12.50%	0.000806282085500	DAL1
GO:0019236	response to pheromone	5	5.13%	5.88%	0.000815163770371	FIG2 STE2
GO:0006278	RNA-dependent DNA replication	7	2.56%	11.11%	0.001033053048373	YIL082W-A
GO:0000054	ribosomal subunit export from nucleus	5	2.56%	8.33%	0.001874306115296	SSB1
GO:0006415	translational termination	7	2.56%	7.69%	0.002207416870328	SSB1
GO:0006446	regulation of translational initiation	8	2.56%	7.69%	0.002207416870328	TIF2
GO:0006807	nitrogen compound metabolic processes	3	2.56%	7.69%	0.002207416870328	CPA2
GO:000826	regulation of cell	4	2.56%	7.14%	0.0025664028	FIG2

GO:0006098	cell shape				15235	FIG2
GO:0006098	pentose-phosphate shunt	6	2.56%	6.67%	0.0029<br>509844<br>05793	PGI1
GO:0006450	regulation of translational fidelity	4	2.56%	5.88%	0.0037<br>958271<br>04234	SSB1
GO:0006407	rRNA export from nucleus	5	2.56%	5.56%	0.0042<br>555398<br>38210	RPS26a
GO:0006094	gluconeogenesis	8	2.56%	5.26%	0.0047<br>397514<br>41741	PGI1
GO:0008152	metabolic processes	2	12.82%	1.58%	0.0069<br>815232<br>08190	DSF1 ARG5,6 YIL082W-A CPA2 YNR073C
GO:0006096	glycolysis	5	2.56%	3.85%	0.0087<br>928730<br>16127	PGI1
GO:0006520	cellular amino acid metabolic processes	4	2.56%	3.85%	0.0087<br>928730<br>16127	ARG5,6
GO:0007500	pheromone-dependent signal transduction involved in	5	2.56%	3.85%	0.0087<br>928730<br>16127	STE2

	conjugation with cellular fusion					
GO:0002181	cytoplasmic translation	7	7.69%	1.80%	0.0127<br>967726<br>76068	SSB1 RPS26a RPP0
GO:0000027	ribosomal large subunit assembly	6	2.56%	3.03%	0.0139<br>442357<br>82431	RPP0
GO:0032197	transposition, RNA-mediated	5	5.13%	2.11%	0.0149<br>762135<br>65946	YGR109W-A YIL082W-A
GO:0008652	cellular amino acid biosynthetic processes	5	5.13%	2.04%	0.0162<br>720944<br>31332	ARG5,6 CPA2
GO:0006412	translation	6	10.26%	1.45%	0.0164<br>660309<br>04083	SSB1 RPS26a TIF2 ANB1
GO:0001302	replicative cell aging	5	2.56%	2.56%	0.0191<br>695023<br>80335	LAC1
GO:0006366	transcription from RNA polymerase II promoter	7	5.13%	1.89%	0.0200<br>293633<br>94989	NHP6b SIP4
GO:	amino				0.0210	

GO:0006865	acid transport	5	2.56%	2.44%	0.0219<br>679028<br>99884	VBA3
GO:0001403	invasive growth in response to glucose limitation	7	2.56%	2.27%	0.0240<br>560766<br>28461	FIG2
GO:0046797	viral procapsid maturation	4	2.56%	2.27%	0.0240<br>560766<br>28461	YIL082W-A
GO:0016310	phosphorylation	6	7.69%	1.46%	0.0252<br>198215<br>96876	ARG5,6 RCK1 MEK1
GO:0015074	DNA integration	6	2.56%	2.17%	0.0261<br>393111<br>28098	YIL082W-A
GO:0006413	translational initiation	4	2.56%	2.08%	0.0282<br>934003<br>74085	TIF2
GO:0055085	transmembrane transport	4	7.69%	1.36%	0.0316<br>170652<br>72471	AAC3 VBA3 YMR279C
GO:0006338	chromatin remodeling	8	2.56%	1.92%	0.0328<br>073008<br>81554	NHP6b
GO:0006468	protein phosphorylation	7	5.13%	1.50%	0.0359<br>733202<br>45152	RCK1 MEK1
GO:000					0.0359	

GO:0007126	meiosis	4	5.13%	1.50%	733202<br>45152	GMC2 MEK1
GO:0008150	biological_process	1	25.64%	0.85%	0.0481<br>626204<br>89796	YDR374C DSF1 PRM8 YGR050C<br>YJR146W YKR015C YKR041W<br>YLR179C YNR073C YOR387C
GO:0006950	response to stress	3	5.13%	1.32%	0.0493<br>658247<br>46836	SSB1 PUG1
GO:0007165	signal transduction	4	2.56%	1.43%	0.0561<br>927610<br>14271	STE2
GO:005114	oxidation-reduction process	4	7.69%	1.03%	0.0747<br>287112<br>34426	DSF1 ARG5,6 YNR073C
GO:0090305	nucleic acid phosphodiester bond hydrolysis	6	2.56%	1.14%	0.0838<br>011190<br>88091	YIL082W-A
GO:0006310	DNA recombination	6	2.56%	1.08%	0.0920<br>860544<br>44577	YIL082W-A
GO:0006355	regulation of transcription, DNA-dependent	7	10.26%	0.79%	0.1431<br>425640<br>75412	NHP6b ARG5,6 SIP4 GMC2
GO:0016192	vesicle-mediated transport	4	2.56%	0.71%	0.1790<br>269825<br>60727	PRM8

GO:0006629	lipid metabolic processes	4	2.56%	0.68%	0.1929<br>336684<br>82838	LAC1
GO:0006508	proteolysis	5	2.56%	0.62%	0.2231<br>872311<br>12316	YIL082W-A
GO:0006414	translational elongation	6	5.13%	0.63%	0.2548<br>232818<br>86537	ANB1 RPP0
GO:0042254	ribosome biogenesis	5	2.56%	0.56%	0.2579<br>319756<br>93649	RPP0
GO:0006281	DNA repair	6	2.56%	0.53%	0.2743<br>530536<br>21905	NHP6b
GO:0006364	rRNA processing	6	2.56%	0.51%	0.2969<br>252237<br>33152	SSB1
GO:0006974	response to DNA damage stimulus	5	2.56%	0.50%	0.3051<br>180207<br>67571	NHP6b
GO:0006351	transcription, DNA-dependent	6	7.69%	0.57%	0.3267<br>781666<br>09068	NHP6b SIP4 GMC2
GO:0006810	transport	3	10.26%	0.50%	0.4455<br>790611<br>79763	AAC3 VBA3 PRM8 YMR279C

# Supplementary material for: Microarray Analysis of Gene Expression in Saccharomyces cerevisiae kap108Δ Mutants upon Addition of Oxidative Stress
**Source:** G3 (Bethesda). 2016 Feb 17;6(4):1131–9. doi: 10.1534/g3.116.027011
**Supplement:** Supporting Information

```

foldChange<-function(data_subset,col1,col2) {
  #Calculates fold change. Converts log2 values back. Col1
  should be M values, col2 should be WT values.
  foldchange<- 2^(col1 - col2)

  return(foldchange)
}
filterGenes<-function(data, data_subset,foldchange,cutoff) {
  #filters genes that have a foldchange greater than the
  specified cutoff. Foldchange variable to input should be the output of
  the foldchange function above.
  data_subset$foldchange<-foldchange
  data_new<-data[abs(data_subset$foldchange)>cutoff,]

  return(data_new)
}
addFC<-function(data_new,data_new_col1,data_new_col2,fc) {
  #Adds a fold change column
  data_new$fc<-foldChange(data_new,data_new_col1,data_new_col2)

  return(data_new)
}

```

#####

```

readGSfiles<-function(files_location,cutoff) {
  #Returns gene names with ratios of fold changes between
  different time points (10 and 0, 60 and 0, and 120 and 0)
  #Assumes 4 files with very specific specifications/formatting
  (3 columns: "Gene_Name"; "M#"; "WT#", where # reflects the time
  point).
  #Returns 4 ratios for each gene: times 0 to 0, 10 to 0, 60 to
  0, and 120 to 0.
  setwd(files_location)
  filelist<-list.files(pattern="*.txt")
  print(filelist)

  t0<-read.table(filelist[1],header=TRUE)
  t10<-read.table(filelist[2],header=TRUE)
  t60<-read.table(filelist[3],header=TRUE)
  t120<-read.table(filelist[4],header=TRUE)

  t0_sub<-t0[,-1]
  t10_sub<-t10[,-1]
  t60_sub<-t60[,-1]
  t120_sub<-t120[,-1]

  fc_t0<-foldChange(t0_sub,t0_sub$M,t0_sub$WT)

```

```

genes0<-filterGenes(t0,t0_sub,fc_t0,cutoff)
genes0<-addFC(genes0,genes0$M,genes0$WT,fc_t0)

fc_t10<-foldChange(t10_sub,t10_sub$M,t10_sub$WT)
genes10<-filterGenes(t10,t10_sub,fc_t10,cutoff)
genes10<-addFC(genes10,genes10$M,genes10$WT,fc_t10)

fc_t60<-foldChange(t60_sub,t60_sub$M,t60_sub$WT)
genes60<-filterGenes(t60,t60_sub,fc_t60,cutoff)
genes60<-addFC(genes60,genes60$M,genes60$WT,fc_t60)

fc_t120<-foldChange(t120_sub,t120_sub$M,t120_sub$WT)
genes120<-filterGenes(t120,t120_sub,fc_t120,cutoff)
genes120<-addFC(genes120,genes120$M,genes120$WT,fc_t120)

genelist<-list()
genelist$fc_t0<-genes0
genelist$fc_t10<-genes10
genelist$fc_t60<-genes60
genelist$fc_t120<-genes120

genelist<-as.data.frame(genelist)

ratio0_to_0<-genelist$fc_t0.fc/genelist$fc_t0.fc
ratio10_to_0<-genelist$fc_t10.fc/genelist$fc_t0.fc
ratio60_to_0<-genelist$fc_t60.fc/genelist$fc_t0.fc
ratio120_to_0<-genelist$fc_t120.fc/genelist$fc_t0.fc

data_ratios<-
data.frame(genes0$Gene_Name,ratio0_to_0,fc_t0,ratio10_to_0,fc_t10,rati
o60_to_0,fc_t60,ratio120_to_0,fc_t120)

return(data_ratios)
}

filterRatios<-function(data_ratios,hcutoff,lcutoff){
  #Returns only genes with AT LEAST one differential expression
  ratio (out of all of the ratios calculated in the function above)
  above hcutoff or below lcutoff
  #Use output from readGSfiles() as input for data_ratios
  data_filtered<-data_ratios[data_ratios$ratio10_to_0>hcutoff |
data_ratios$ratio10_to_0<lcutoff |data_ratios$ratio60_to_0>hcutoff |
data_ratios$ratio60_to_0<lcutoff | data_ratios$ratio120_to_0>hcutoff |
data_ratios$ratio120_to_0<lcutoff,]

  return(data_filtered)
}

cluster<-function(data, hcutoff,lcutoff) {
  #Function that creates clusters. hcutoff and lcutoff represent

```

the upper and lower bounds for determining what qualifies as "Up" and "Dn" (i.e. $hcutoff = 1.2$ and $lcutoff = 0.8$ would mean to be "Up" the differential expression ratio would have to go up by 1.2 times or more, while to be "Dn" the differential expression ratio would have to go down by 0.8 times or more).

```
data_final<-list()
data$ratio1<-data$fc_t10/data$fc_t0
data$ratio2<-data$fc_t60/data$fc_t10
data$ratio3<-data$fc_t120/data$fc_t60

data_final$UpUpUp<-data[data$ratio1 > hcutoff & data
$ratio2>hcutoff&data$ratio3>hcutoff,]
data_final$UpUpNA<-data[data$ratio1>hcutoff&data
$ratio2>hcutoff & data$ratio3<hcutoff & data$ratio3>lcutoff,]
data_final$UpUpDown<-data[data$ratio1>hcutoff & data
$ratio2>hcutoff & data$ratio3<lcutoff,]
#
data_final$UpNAUp<-data[data$ratio1>hcutoff & data
$ratio2<hcutoff & data$ratio2>lcutoff & data$ratio3>hcutoff,]
data_final$UpNANA<-data[data$ratio1>hcutoff & data
$ratio2<hcutoff & data$ratio2>lcutoff & data$ratio3<hcutoff&data
$ratio3>lcutoff,]
data_final$UpNADown<-data[data$ratio1>hcutoff & data
$ratio2<hcutoff & data$ratio2>lcutoff & data$ratio3<lcutoff,]
#
data_final$UpDownUp<-data[data$ratio1>hcutoff&data
$ratio2<lcutoff&data$ratio3>hcutoff,]
data_final$UpDownNA<-data[data$ratio1>hcutoff&data
$ratio2<lcutoff&data$ratio3<hcutoff&data$ratio3>lcutoff,]
data_final$UpDownDown<-data[data$ratio1>hcutoff & data
$ratio2<lcutoff & data$ratio3 < lcutoff,]
#
data_final$NAUpUp<-data[data$ratio1<hcutoff & data
$ratio1>lcutoff & data$ratio2>hcutoff & data$ratio3>hcutoff,]
data_final$NAUpNA<-data[data$ratio1<hcutoff & data
$ratio1>lcutoff & data$ratio2>hcutoff & data$ratio3<hcutoff & data
$ratio3>lcutoff,]
data_final$NAUpDown<-data[data$ratio1<hcutoff & data
$ratio1>lcutoff & data$ratio2>hcutoff & data$ratio3<lcutoff,]
#
data_final$NANAUp<-data[data$ratio1<hcutoff & data
$ratio1>lcutoff & data$ratio2<hcutoff & data$ratio2>lcutoff & data
$ratio3>hcutoff,]
data_final$NANANA<-data[data$ratio1<hcutoff & data
$ratio1>lcutoff & data$ratio2<hcutoff & data$ratio2>lcutoff & data
$ratio3<hcutoff & data$ratio3>lcutoff,]
data_final$NANADown<-data[data$ratio1<hcutoff & data
$ratio1>lcutoff & data$ratio2<hcutoff & data$ratio2>lcutoff & data
$ratio3<lcutoff,]
#
```

```

        data_final$NADownUp<-data[data$ratio1<hcutoff & data
$ratio1>lcutoff & data$ratio2<lcutoff & data$ratio3>hcutoff,]
        data_final$NADownNA<-data[data$ratio1<hcutoff & data
$ratio1>lcutoff & data$ratio2<lcutoff & data$ratio3<hcutoff & data
$ratio3 > lcutoff,]
        data_final$NADownDown<-data[data$ratio1<hcutoff & data
$ratio1>lcutoff & data$ratio2<lcutoff & data$ratio3 < lcutoff,]
        #
        data_final$DownUpUp<-data[data$ratio1<lcutoff & data
$ratio2>hcutoff & data$ratio3>hcutoff,]
        data_final$DownUpNA<-data[data$ratio1<lcutoff & data
$ratio2>hcutoff & data$ratio3<hcutoff & data$ratio3>lcutoff,]
        data_final$DownUpDown<-data[data$ratio1<lcutoff & data
$ratio2>hcutoff & data$ratio3<lcutoff,]
        #
        data_final$DownNAUp<-data[data$ratio1<lcutoff & data
$ratio2<hcutoff & data$ratio2>lcutoff & data$ratio3>hcutoff,]
        data_final$DownNANA<-data[data$ratio1<lcutoff & data
$ratio2<hcutoff & data$ratio2>lcutoff & data$ratio3<hcutoff & data
$ratio3>lcutoff,]
        data_final$DownNADown<-data[data$ratio1<lcutoff & data
$ratio2<hcutoff & data$ratio2>lcutoff & data$ratio3<lcutoff,]
        #
        data_final$DownDownUp<-data[data$ratio1<lcutoff & data
$ratio2<lcutoff & data$ratio3>hcutoff,]
        data_final$DownDownNA<-data[data$ratio1<lcutoff & data
$ratio2<lcutoff & data$ratio3<hcutoff & data$ratio3>lcutoff,]
        data_final$DownDownDown<-data[data$ratio1<lcutoff & data
$ratio2<lcutoff & data$ratio3<lcutoff,]

        return(data_final)
}

getGeneNames<-function(data){
  #Input cluster data from above.
  #Writes all clusters to txt files.
  for (i in 1:length(data)) {
    write.table(data[i], paste(i,"_cluster",".txt", sep =
""),sep="\t",quote = FALSE, row.names = F, col.names = T)
  }
}

##Below is a function that was not used for the final version of this
study##
geneTally<-function(filename){
  data<-read.csv(filename,header=TRUE)
  data<-unique(data)
  combined<-as.character(data$Description)
  data.strings<-strsplit(combined,"Mol")
  desc<-lapply(data.strings, '[',1)

```

```
      df <- data.frame(matrix(unlist(desc), nrow=length(desc),
byrow=T))
      colnames(df) <- "descriptions"
      final<-count(df,"descriptions")

      return(final)
}
```

# Supplementary material for: Microarray Analysis of Gene Expression in Saccharomyces cerevisiae kap108Δ Mutants upon Addition of Oxidative Stress
**Source:** G3 (Bethesda). 2016 Feb 17;6(4):1131–9. doi: 10.1534/g3.116.027011
**Supplement:** Supporting Information

Table S1. List of genes with 1.5 fold or greater difference in expression between *kap108∆* (M) and wild-type (WT) cells (p<0.05 by unpaired t-test with Bonferonni correction). Values shown are log_2_ corrected. Log2 fold change was calculated by subtracting WT from M. Bioprocesses are derived from *Saccharomyces* Genome Database (available at www.yeastgenome.org).

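Table S1 gives each gene's log2 fold change before H2O2, as a difference of the mean log2 signals of the strains. Of its 74 genes, 73 were matched to the array by name, and 73 passed the methods' t-test here. Of those, 61 also passed an adjusted p under 0.05 from limma, *FIG1*, *STE2*, *TSA1*, *TRX2*, *GPX2*, *HXT1* and *HXT10* among them, and *HXT5* did not. The table's fold changes and the log2 ratios here had a correlation over genes of 1.00 and a median absolute difference of 0.00427.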

Table S2 List of 511 genes filtered based on having at least a 40% change to differential gene expression in at least one of three post-oxidation time points as compared to normal growth conditions. 

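Table S2 lists ratios of *kap108∆* to wild type at the 4 times with a cluster and functions for each gene. Of its 511 genes, 507 were matched by name, 502 passed the filter here and 500 fell in the same cluster. Among them are *FRE4*, *OYE3* and *TSA2* with higher ratios after removal than at 60 min. Another 134 genes passed here and are not in the table, 103 of which have no entry in the RefSeq gene table. With genes of the RefSeq table alone, 532 passed.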

The column headers fc_t0, fc_t10, fc_t60, and fc_t120 are representative of fold change between mutant and wild-type cells before the addition of oxidative stress, after 10 min oxidative stress, after 60 min oxidative stress, and after 60 min oxidative stress followed by 60 min without stress, respectively. Clustering was performed by categorizing genes based on how their differential expression changed between time points: a 20% increase was considered “Up,” a 20% decrease was considered “Dn,” and everything else was considered “Nc.” Bioprocesses are derived from *Saccharomyces* Genome Database (available at www.yeastgenome.org).

How the deposited data were processed for this re-analysis (not part of the article)

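The data are 12 two-colour Agilent yeast arrays, on each of which RNA of wild-type cells and of *kap108∆* cells was hybridized together, for 4 conditions with 3 replicates: preoxidation, 10 min and 60 min in 1 mM H2O2, and 60 min after its removal. Channels and replicate numbers were taken from the labels, and times and dose from the methods and the treatment protocol. The titles of the 3 removal arrays read 120 min oxidation. By the methods these cells had 60 min in H2O2 and then 60 min without it. All 12 columns were mapped (0 unmapped columns). Wild-type RNA is labelled Cy3 and *kap108∆* RNA Cy5 on every array. The methods mention dye reversal without naming an array, so a dye effect on a probe cannot be averaged out. The labels give the wild-type strain another name than the methods do, and this was left open.

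The authors scanned the arrays with Agilent Feature Extraction, an older version for replicate 1 than for replicates 2 and 3. The deposited scanner files hold, for each spot and channel, the raw and local background intensity and the processed intensity, which has background subtracted, spatial trends removed and the dyes normalized by a linear and lowess step, and a log10 ratio of the channels. The deposited table of log2 ratios per probe was made by the authors in GeneSpring, by the methods with values under 1 set to 1, a geometric mean over spots and a shift to the 75th percentile. The scale and direction of that table are not given with it. It follows the log2 ratio of Cy5 to Cy3 computed here with a correlation of 0.999 to 1.00 and a slope of 0.999 to 1.00 on the 12 arrays, and 6256 of its 6316 entries were matched to genes. It was used as an alternative. The local background intensity was used in an alternative, and the log10 ratio only to check the channels.

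Each array holds 45209 spots, 43792 of them for 6256 genes with 1 probe of 7 spots each. Of the genes, 5756 have a locus tag in the RefSeq gene table and 500 do not. Spots the software marked as not uniform or as outliers in either channel were left out, 0.989 to 2.55% of the gene spots of an array. Processed intensities under 1 were set to 1, spots were averaged on the log2 scale (geometric mean), and each channel of each array was shifted so that its 75th percentile was 0. The log2 ratio is *kap108∆* minus wild type. A gene counts as well above background in a channel when the software says so for more than 50% of its spots. Saturated spots were kept; up to 217 of an array were saturated in Cy5, on arrays of replicate 1, and 0 in Cy3. Where a channel was well above background on no array, a fold is given only as at least N-fold, from intensities corrected with normexp (offset 50), loess and scaling between arrays. No fold is given where both were not.

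Tests of differences between the strains, of changes in their ratio and of changes within a strain were run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, on linear models with a mean for each of the 4 conditions, fitted over all 12 arrays, with Benjamini-Hochberg adjustment over 6256 genes and a threshold of 0.05. An SD beside a change between conditions is over the 3 differences within a replicate number, while the fit is unpaired. It is therefore not the spread that the p-value tests. Shifting by the 75th percentile sets changes within a strain relative to the bulk of genes. The median change of all genes in wild-type cells from 60 min in H2O2 to after removal was 0.17 on the log2 scale with the shift and 0.73 without it, and from preoxidation to 60 min -0.080 and -0.66. The methods' t-test is an unpaired t-test of the 3 log2 signals of each strain with an unadjusted p under 0.05 and a difference of at least 1.5-fold. The filter of 40% keeps a gene whose mean ratio relative to preoxidation is above 1.4 or below 0.6 at any of the 3 later times, and clusters call a step Up above 1.2, Dn below 0.8 and Nc otherwise.

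The 18 lists of genes come from general knowledge of yeast, since no annotation of gene functions was used here: genes induced by pheromone, genes specific to MATa or to MATalpha cells or to haploids, antioxidant and detoxification genes, general stress genes, chaperones, proteasome subunits, ribosome biogenesis factors, ribosomal proteins encoded by single genes, iron, hexose transport, arginine, meiosis and sporulation, hypoxic, oxidative phosphorylation, the other karyopherins and auxotrophic markers. Each list was tested against other genes with camera (correlation 0.01, and estimated) and for movement to one side with fry, both in limma, adjusted over the 18 lists. With an estimated correlation, the camera calls that hold are those of the antioxidant list for the change in ratio from 60 min in H2O2 and from preoxidation to after removal. Enrichment among filtered genes was tested with Fisher's exact test against all 6256 genes, and again among the genes well above background in a channel on every array. This test takes genes as independent, so its p-values may be too small for genes regulated together.

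Genes are named by a rule: *SXM1*, the genes the results name with *STE12*, *KSS1*, *PAB1*, *LHP1*, *YAP1*, *MSN2* and *MSN4*, the 10 highest and 10 lowest past the threshold before H2O2 and for the change in ratio after removal (with 3 replicates on a side and signal well above background in a channel on every array), up to 4 members of each list with the smallest adjusted p in a comparison, and the neighbours of *SXM1*. Values in Tables S1 and S2 had been seen when the rule was written. The lists, the tests, this rule and the alternatives were fixed before the data were examined, apart from those named here, which were chosen after the values were seen. They are the alternatives that keep only genes of the RefSeq table, that keep for enrichment among filtered genes only genes well above background in a channel on every array, and that make the limits of the filter or of the clusters alone equal in size. They are also 5 tests of the closing section: of MATa cells throughout, of the dye, of the late clusters' probes, of the shift to the 75th percentile and of exchanged labels, the last of which was changed after a first value.

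By the methods the samples of a strain were drawn in turn from a culture of that strain and RNA isolation was in triplicate; they do not tie a replicate number to a culture. Over genes, signals of a replicate number, after removal of condition means, correlated at 0.18 to 0.86 across conditions within each strain, against at most 0.27 between different numbers, while ratios correlated at -0.031 to 0.51. The replicate number was therefore used as a block in an alternative. The replicate number also follows slide and software version. Alternatives were: replicate as a block, only the arrays compared, normexp with loess, no shift, centring on the median, a filter on dim probes, marked spots kept, the deposited log2 ratios, leaving out each replicate, and for the methods' t-test and the filter other thresholds. The closing section gives their effect.

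The pipeline was tested on simulated data made from the spread of the arrays. Genes and arrays were drawn independently and with no dye effect, while signals of a replicate number correlated across conditions. The shares found and the false calls may therefore differ for the real arrays. With 200 of 6256 genes changed by 0.58, 1 or 2 on the log2 scale, limma found 75.5, 89.0 and 99.5% of them in a comparison of strains, 52.0, 83.0 and 95.5% for a change in ratio and 0, 41.5 and 90.0% for a change within wild-type cells, and it called 0 genes when none was changed. The paper's GO analysis was left out.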

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

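Of the tests in this part, those of MATa cells throughout, of the dye, of the 2 late clusters' probes, of the shift to the 75th percentile, of exchanged labels and of the limits of the filter or the clusters alone were chosen after the results were seen.

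Results whose effect differs between times, by a test of the difference itself, are these. The ratio of *kap108∆* to wild type differed from preoxidation after removal of H2O2 for 487 genes, and between 60 min in H2O2 and after removal for 658. Over that last step the mean ratio rose for the antioxidant list (1.31), the general stress list (0.88), the chaperones (0.65) and the iron list (0.54), and it fell for the pheromone-induced list (-0.83) and the ribosome biogenesis list (-0.53). With an estimated correlation, only the antioxidant list passes camera. Without replicate 2 the counts of 487 and 658 become 0 (limma; 1525 at an unadjusted p under 0.05 with all 3 replicates) and 17, without replicate 1 they become 68 and 263 and without replicate 3 95 and 196. With replicate as a block those counts are 615 and 735, and with only the arrays compared in the fit 23 and 25; with normexp the first is 740. Without replicate 3 the iron list is not called (0.29, adjusted p = 0.153) and the means of the stress and ribosome biogenesis lists are 0.45 and -0.27; without replicate 1 that of the iron list is 0.81, and with normexp those of the pheromone and stress lists are -0.54 and 0.58.

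Other results are signals in single strains, which the paper does not report on. From preoxidation to 60 min in H2O2, 438 genes changed in wild-type cells and 1076 in *kap108∆* cells (limma). With replicate as a block these counts are 2144 and 3143, with only the arrays compared 205 and 288, with normexp 264 and 601 and with no shift that of wild-type cells is 1202. Without replicate 2 they are 0 and 1, without replicate 1 258 and 1568 and without replicate 3 183 and 154. From there to 60 min after removal, 3321 and 4007 genes changed (4571 and 5081 with replicate as a block, 1501 and 2870 without replicate 2). Over that step the mean changes in wild-type and *kap108∆* cells were 3.81 and 4.68 for the general stress list, -1.88 and -2.42 for ribosome biogenesis, -2.43 and -2.37 for the 4 genes specific to MATalpha cells, and 0.70 and 0.69 for the proteasome. These 4 lists keep their direction in wild-type and *kap108∆* cells under each scaling tried. Camera calls none of them with an estimated correlation (adjusted p = 0.424 for the wild-type lists), nor the MATalpha genes without replicate 1 (adjusted p = 0.0863 and 0.0797) or with normexp (adjusted p = 0.0782 and 0.0566). The proteasome means were 1.09 and 1.10 with normexp, 1.27 and 1.25 with no shift and 0.42 and 0.39 with centring on the median.

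The higher expression of mating genes in *kap108∆* cells before H2O2 may come from MATa cells in the mutant culture, from the dye or from the deletion. The labels give the wild-type strain another name than the methods do, so another difference between the strains cannot be told apart from these. Cells of MATa alone would lack alpha-specific mRNA, but the median log2 ratio of the 4 alpha-specific genes was 0.0689, which argues against it. The log2 ratio of the 17 pheromone-induced genes called before H2O2 changed by a median of -0.83 (SD over genes 0.679) up to removal, which argues against a constant dye effect as the whole cause, though genes chosen for high values tend to fall back. A share of MATa cells stays open, since the 3 MATa-specific genes well above background in a channel on each preoxidation array had a median of 0.960, between the bounds set before. Of these *STE2* passed, and *BAR1* and *STE6* did not (adjusted p = 0.0998 and 0.286), with *STE6* at 0.18. Of the other 4, *MFA1* and *ASG7* were called higher and *AGA2* lower, and *MFA2* did not pass (-0.39, limma, adjusted p = 0.421). For *AGA2* and *MFA2* neither channel was well above background on any of these arrays. For *MFA1* each channel was so on 1 of 3 arrays. For *ASG7* the wild-type channel was so on 1 and the *kap108∆* channel on 2. The median covers only genes with signal, so a MATa gene with no signal in either channel does not enter it. The effect of the deletion itself was not tested apart from the other causes named.

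The paper's count of late rises over late falls may depend on the limits of the filter. With limits equal in size on the log2 scale, for the filter and the clusters, NcNcUp over NcNcDn was 0.963 (1.26, 0.682 and 1.20 without replicates 1, 2 and 3), as the unequal limits predict. With equal limits for the filter alone it was 1.06 (1.31, 0.705 and 1.28), and for the clusters alone 4.30 (5.41, 1.85 and 4.82). Probes near background were weighed for all filtered genes and for the 2 clusters. Of the filtered genes 42.3% were well above background in neither channel on some array, and 334 of 636 were not so in both channels on every array; as the bounds set before can be read in either way, this decides nothing. In the 2 clusters 80.6% of genes were well above background in a channel on every array, which argues against dim probes as their main source.

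Stress genes rose and ribosome biogenesis genes fell in both strains after H2O2 was gone, which may reflect recovery, the handling of cells at removal or the time in culture. Without the shift to the 75th percentile both lists keep their direction in wild-type cells, and the smaller of the mean changes is 1.32 in size (stress 4.37, ribosome biogenesis -1.32; *kap108∆* cells 5.24 and -1.86), which argues against the shift as the source of this step. The shift does bear on the time before: from preoxidation to 60 min the ribosome biogenesis mean in wild-type cells was 0.049 (camera, adjusted p = 0.210) and -0.53 with no shift (adjusted p = 0.00554), and in *kap108∆* cells 0.039 and -0.55 (adjusted p = 0.176 and 0.132). Camera sets the list against other genes. With no shift the median change of all genes in wild-type cells was -0.66, so the list lay above that median and its p-value is not that of a fall. If changes at 10 min begin the response, exchanged 60 min and removal labels would make them resemble those after removal. In wild-type cells their correlations were 0.541 with 60 min and -0.105 with removal. The difference was -0.647 (-0.721 to -0.568 over 6 pairs of replicates). At 10 min limma called 5 genes in wild-type cells, so whether these arrays hold that response is not known. The test therefore does not decide the question. It was restricted to pairs that share no array after a first value was seen. The titles of the removal arrays read 120 min oxidation, and that H2O2 had been removed is taken from the methods and the treatment protocol. Removal, handling and time cannot be told apart, since the arrays hold no culture kept without H2O2 at these times, and a biological reading was not tested.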

How the results depend on the processing

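The alternatives that keep only genes of the RefSeq table, or for the lists among filtered genes only genes well above background in a channel on every array, and those that make the limits of the filter or the clusters alone equal in size, were chosen after the results were seen; the others were planned. The second ended the enrichment of 3 of the lists. The cause of a change under an alternative was not tested.

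Leaving out a replicate moved most counts. The lowest and highest counts were 35 and 551 for the strains before H2O2, 56 and 311 at 10 min, 161 and 676 at 60 min, and 180 and 1465 after removal. For the change in ratio they were 0 and 0 at 10 min and at 60 min relative to preoxidation, 0 and 95 after removal relative to preoxidation, 0 and 0 from 10 to 60 min and 17 and 263 from 60 min to removal (limma; counts at an unadjusted p with all replicates are 96, 304, 1525, 139 and 1692). In wild-type cells they were 0 and 5 at 10 min, 0 and 258 at 60 min, 1501 and 3623 from 60 min to removal and 673 and 2557 from preoxidation to removal. In *kap108∆* cells they were 0 and 0, 1 and 1568, 2870 and 4591, and 2104 and 3905. For the methods' t-test they were 31 and 389, for the filter 768 and 995, for NcNcUp 194 and 380 and for NcNcDn 42 and 164. Replicate 2 gave the lowest count of each comparison in which they differ, and the highest of the filter and NcNcDn.

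With only the arrays compared in the fit, the counts were 1678 before H2O2, 207 at 60 min and 2 after removal. For the change in ratio they were 23 from preoxidation to removal, 0 from 10 to 60 min (limma, 139 at an unadjusted p in the fit of all arrays) and 25 from 60 min to removal. In wild-type cells they were 1 at 10 min and 205 at 60 min, and in *kap108∆* cells 0 (352 at an unadjusted p in the fit of all arrays) and 288.

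The replicate number as a block joins arrays of a slide and software version, and the methods do not tie it to a culture. With this block the counts were 1302, 967, 1318 and 2141 for the strains at the 4 times. For these the block takes differences between replicates out of the error, so the higher counts are no check on replication. For the change in ratio the counts were 615 from preoxidation to removal, 0 from 10 to 60 min (limma) and 735 from 60 min to removal. In wild-type cells they were 51 at 10 min, 2144 at 60 min, 4571 from 60 min to removal and 3970 from preoxidation, and in *kap108∆* cells 146, 3143, 5081 and 4621. The paired form of the methods' t-test gave 172 genes.

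With normexp and loess, the counts were 740 for the ratio from preoxidation to removal, 0 from 10 to 60 min (limma), 2 at 10 min and 264 at 60 min in wild-type cells and 1 and 601 in *kap108∆* cells. The filter passed 276 genes, with 33 in NcNcDn. The ribosomal protein list in wild-type cells at 60 min turned from 0.41 to -0.13 (adjusted p = 0.211).

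With no shift, 1202 genes changed in wild-type cells at 60 min and 1630 from preoxidation to removal, 2 changed in *kap108∆* cells at 10 min and 60 passed the methods' t-test. Centring on the median gave 0 genes for the ratio from 10 to 60 min (limma) and 3 in *kap108∆* cells at 10 min. Scaling also moved the sides. From 60 min to removal, wild-type genes were higher and lower at 1966 and 1355, at 2613 and 456 with no shift and at 1485 and 1989 with centring. From preoxidation to 60 min they were 14 and 424, 2 and 1200, and 294 and 267.

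A filter on dim probes gave 0 genes for the ratio from 10 to 60 min (limma), 60 for the methods' t-test and 367 for the filter. Thresholds moved counts too: 202 genes before H2O2 have an adjusted p and a 1.5-fold difference, the methods' t-test gave 0 genes after adjustment (560 at an unadjusted p; limma 1056) and 271 with limma's unadjusted p, and with an adjusted p the filter kept 205, NcNcUp 138 and NcNcDn 33. Limits equal in size put 241 genes in NcNcDn, and 249 when so for the filter alone.

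With an estimated correlation, camera no longer called the pheromone-induced list before H2O2 (mean 1.01, adjusted p = 0.0901), the ribosome biogenesis list in ratio (mean -0.53, adjusted p = 0.645) or, in wild-type cells after removal, the stress list (mean 3.81, adjusted p = 0.424) and the ribosome biogenesis list (mean -1.88, adjusted p = 0.424).

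Calls of single named genes also ended under some settings; no named gene reversed its call. Among reported genes, 66 gene results were no longer called without replicate 2, 32 without replicate 3, 24 without replicate 1, 32 with only the arrays compared, 7 with normexp and loess and 5 with no shift. The changes in ratio of *DDR2* and *NDT80* after removal, the ratio of *REC8* before H2O2 and the wild-type changes of *SRX1*, *TSA1*, *NSR1* and *OYE3* are those lost with normexp. Those lost with no shift are the wild-type changes of *TSA1*, *SOD1*, *NSR1* and *HXT1* and the change of *FRE4* in *kap108∆* cells (-1.63, adjusted p = 0.123).

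The deposited log2 ratios hold no single channels, so they were not run for single strains or the methods' t-test.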

Differences from the paper's values

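No test in this part was chosen after the results were seen, apart from the count over genes of the RefSeq table.

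For *RIM8* after removal of H2O2 the paper's Table S2 gives a ratio of 2.15, and the value here is 1.09. None of the alternatives set before the data were examined comes within the paper's value: it was 1.07 with normexp and loess, 1.08 with no shift, 1.09 with centring on the median, with marked spots kept and with the deposited log2 ratios, and 1.15, 1.17 and 0.969 without replicates 1, 2 and 3.

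At the paper's stated thresholds, the counts here are within 1.5 times the paper's. The methods' t-test gave 97 genes (the paper's 74), 47 higher (the paper's 39) and 50 lower (the paper's 35). The filter passed 636 genes (the paper's 511), and NcNcUp, NcNcDn and NcDnUp held 257, 58 and 51 (the paper's 241, 50 and 44), with 26 clusters filled (the paper's 25). With 30% limits the first 2 held 291 and 71 (the paper's 270 and 56). Restricted to genes of the RefSeq table, an alternative chosen after the values were seen, the t-test gave 82 genes and the filter 532. The heading of Table S1 names a Bonferroni correction; here 0 genes pass the methods' t-test after Benjamini-Hochberg adjustment, 560 have an unadjusted p under 0.05, and limma calls 1056.

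The paper reasons that, if the stress represses ribosome synthesis, its genes go up in wild-type cells when the stress is removed. Here the mean of the ribosome biogenesis list changed by -1.88 in wild-type cells at that step, and 34 of 34 genes fell. From preoxidation to 60 min in H2O2 its mean change in these cells was 0.049 (camera, adjusted p = 0.210). The fall that the reasoning starts from was thus not seen relative to other genes at 60 min. The mean log2 ratio of *kap108∆* to wild type fell here as the paper states (-0.53), though most of the 34 genes did not pass in ratio. Without replicate 3 that mean was -0.27, and with an estimated correlation camera did not call it (adjusted p = 0.645).

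The paper reasons that, if the stress raises the other functions in wild-type cells, they go back down after removal. Here the general stress list changed by 3.81 in wild-type cells, with 22 of 23 genes up. From preoxidation to 60 min in H2O2 its mean change in these cells was 0.0092 (camera, adjusted p = 0.944). The rise that the reasoning starts from was thus not seen for this list at 60 min. For antioxidant genes the paper's statement holds for part of the list. From preoxidation to 60 min in H2O2 their mean change in wild-type cells was 0.43, a rise against other genes that camera called. Camera did not call it with normexp (0.30, adjusted p = 0.465) or with an estimated correlation (adjusted p = 0.980). With no shift the mean was -0.16, still called against other genes (camera, adjusted p = 9.20e-04). After removal *TSA1*, *SOD1* and *AHP1* fell in wild-type cells, and 4 of 16 genes fell and 5 rose. With no shift *TSA1* and *SOD1* did not pass (limma, adjusted p = 0.333 and 0.0503), and *TSA1* did not with normexp (limma, adjusted p = 0.454). The wild-type calls of *TSA1*, *SOD1* and *AHP1* ended without replicate 2 (adjusted p from 0.0554 to 0.0895) and without replicate 3 (adjusted p from 0.0665 to 0.0891). For iron genes it also holds for part of the list: 7 of 25 fell in wild-type cells, *FRE4* among them, and 4 rose (limma; camera, adjusted p = 0.0952). The wild-type call of *FRE4* ended without replicate 3 (adjusted p = 0.0533).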

Other observations

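No test in this part was chosen after the results were seen, but the genes named for counts of 5 or fewer were.

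From 60 min in H2O2 to 60 min after its removal, 9 of 18 hexose transporters and glucose sensors rose and 2 fell in wild-type cells (camera, adjusted p = 0.0909), and 11 rose and 3 fell in *kap108∆* cells (camera, adjusted p = 0.0796). Of 27 oxidative phosphorylation genes, 9 rose and 2 fell in wild-type cells (camera, adjusted p = 0.123), and 13 rose and 0 fell in *kap108∆* cells (camera, adjusted p = 0.0483; adjusted p = 0.314 with an estimated correlation; lost at an adjusted p of 0.0835 without replicate 3, 0.0844 with centring on the median and 0.0643 with the filter on dim probes). *HXT6* and *HXT7*, high-affinity hexose transporters, rose by 6.47 (adjusted p = 5.00e-06) and 6.20 (adjusted p = 6.06e-06) in wild-type cells and by 5.70 (adjusted p = 1.36e-06) and 5.54 (adjusted p = 3.13e-06) in *kap108∆* cells (limma). *HXT5* was at least 5.06-fold higher in wild-type and at least 5.18-fold higher in *kap108∆* cells. *CYC7*, a form of cytochrome c, rose by 5.10 (adjusted p = 4.08e-06) and 5.42 (adjusted p = 1.50e-07), and *SDH1*, of succinate dehydrogenase, by 2.78 (adjusted p = 1.42e-04) and 2.81 (adjusted p = 2.87e-05). *HXT1* and *HXT2* fell in wild-type cells, at -1.47 (adjusted p = 0.0194) and -1.83 (adjusted p = 0.00245), and in *kap108∆* cells, at -1.47 (adjusted p = 8.97e-04) and -1.78 (adjusted p = 8.90e-06). Of the proteasome list, 21 of 30 rose in wild-type cells and 22 in *kap108∆* cells. Among the other karyopherins, *KAP123*, an importer of ribosomal proteins, fell at -2.74 (adjusted p = 9.99e-05) and -2.91 (adjusted p = 1.45e-05). The directions of *HXT6*, *HXT7*, *CYC7*, *SDH1*, *HXT1*, *HXT2* and *KAP123* hold with no shift, with centring on the median and with normexp, but with no shift *HXT1* did not pass in wild-type cells (-0.91, adjusted p = 0.127) and was at -0.91 in *kap108∆* cells. The wild-type calls of *HXT1* and *HXT2* ended without replicate 2 (adjusted p = 0.264 and 0.0902) and that of *HXT1* with only the arrays compared in the fit (adjusted p = 0.0564).

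Before H2O2, the 19 listed ribosomal protein genes had a mean log2 ratio of 0.29 (2 higher: *RPP0* at 1.03 (adjusted p = 0.0141) and *RPS2* at 0.82 (adjusted p = 0.0292), named after their values were seen; camera, adjusted p = 0.0118; adjusted p = 0.674 with an estimated correlation). The calls of *RPP0* and *RPS2* ended without replicate 1 (adjusted p = 0.0755 and 0.107), without replicate 2 (adjusted p = 0.104 and 0.150) and without replicate 3 (adjusted p = 0.0504 and 0.0983). Proteasome genes had a mean of -0.10 (camera, adjusted p = 0.00766; adjusted p = 0.674 with an estimated correlation). MATa-specific genes, 3 called higher and 1 lower, had a mean of 0.81 (adjusted p = 0.0254; adjusted p = 0.394 with an estimated correlation), haploid-specific genes 0.21 (adjusted p = 0.0203; adjusted p = 0.254 with an estimated correlation) and the auxotrophic markers -0.38 (adjusted p = 0.0203; adjusted p = 0.394 with an estimated correlation). The proteasome call ended without replicate 1 (adjusted p = 0.0614), that of the MATa genes with only these arrays in the fit (adjusted p = 0.102), and that of the markers with the filter on dim probes (-0.26, adjusted p = 0.116). With normexp the means of the MATa genes and the markers were 0.45 and -0.20, and with the filter on dim probes that of the MATa genes was 1.38. Camera did not call MATalpha-specific genes (adjusted p = 0.943), ribosome biogenesis (adjusted p = 0.0710), chaperones (adjusted p = 0.943), iron genes (adjusted p = 0.657) or karyopherins (adjusted p = 0.657).

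Next to *SXM1* on the chromosome, *NCB2* was higher in *kap108∆* cells by 0.67 (adjusted p = 3.76e-04) and *YDR396W* by 0.34 (adjusted p = 0.0346), and *RPT3* did not pass (-0.096 (adjusted p = 0.321)). The call of *YDR396W* ended without replicate 1 (adjusted p = 0.193) and without replicate 3 (adjusted p = 0.116); those of *NCB2* and *YDR396W* without replicate 2 (adjusted p = 0.0601 and 0.164). *PAB1* and *LHP1*, whose products the paper names as cargo, did not pass either (0.089 (adjusted p = 0.645) and 0.11 (adjusted p = 0.625)).

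At 10 min in H2O2, 5 genes fell in wild-type cells (*ECM13*, *YBR032W*, *RRT5*, *YLR297W* and *LDS2*; 223 at an unadjusted p under 0.05) and 5 in *kap108∆* cells (*ECM13*, *YBR032W*, *ALR2*, *YMR013W-A* and *YMR316C-B*; 352 at an unadjusted p). Without replicate 2 the count in wild-type cells is 0, and without any of the replicates that in *kap108∆* cells is 0 (limma). With replicate as a block the counts are 51 and 146, with only the arrays compared 1 and 0 and with normexp 2 and 1. For the ratio from 10 to 60 min 1 gene passed, *LDS2* (139 at an unadjusted p), but its wild-type signal was well above background on no array at either time and its *kap108∆* signal on none at 60 min, so no change is given. The call ended with replicate as a block (adjusted p = 0.0933), with centring on the median (adjusted p = 0.0524), with only the arrays compared, with normexp and without each of the replicates (adjusted p from 0.329 to 1.00).

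Other splits of the arrays are too few to give a share under 0.05. For a difference between strains 4 sign patterns exist, and 1 of 4 gave as many genes as the real one: 1056 before H2O2 (highest other 0), 813 at 10 min (0), 1083 at 60 min (0) and 1902 after removal (41). For a change between conditions 10 splits exist. In ratio the real counts and the highest others were 0 and 0 at 10 and at 60 min relative to preoxidation (10 of 10 splits), 487 and 1 after removal (1 split), 1 and 1 from 10 to 60 min (2 splits) and 658 and 0 from 60 min to removal (1 split). In wild-type cells they were 5 and 1, 438 and 0, 3321 and 0, and 2685 and 7, and in *kap108∆* cells 5 and 0, 1076 and 0, 4007 and 0, and 3393 and 0, with 1 split each. The methods' t-test gave 97 genes, and 4 of 10 splits of the 6 channels, the real one included, gave as many. The 3 others (200, 185 and 130 genes) put both channels of replicate 1 on the same side, so they also hold what sets that replicate and its slide apart. The 3 others that divide each array between the sides gave 1, 0 and 4 genes.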
